# Characterization of a new selective glucocorticoid receptor modulator with anorexigenic activity

**DOI:** 10.1038/s41598-024-58546-1

**Published:** 2024-04-03

**Authors:** Junekyoung Lee, Yeonghun Song, Young A. Kim, Intae Kim, Jooseon Cha, Su Won Lee, Yoonae Ko, Chong-Su Kim, Sanghee Kim, Seunghee Lee

**Keywords:** Molecular biology, Neuroscience, Endocrinology

## Abstract

Obesity, a worldwide epidemic, leads to various metabolic disorders threatening human health. In response to stress or fasting, glucocorticoid (GC) levels are elevated to promote food intake. This involves GC-induced expression of the orexigenic neuropeptides in agouti-related protein (AgRP) neurons of the hypothalamic arcuate nucleus (ARC) via the GC receptor (GR). Here, we report a selective GR modulator (SGRM) that suppresses GR-induced transcription of genes with non-classical glucocorticoid response elements (GREs) such as *Agrp*-GRE, but not with classical GREs, and via this way may serve as a novel anti-obesity agent. We have identified a novel SGRM, 2*-O-trans*-*p*-coumaroylalphitolic acid (Zj7), a triterpenoid extracted from the *Ziziphus jujube* plant, that selectively suppresses GR transcriptional activity in *Agrp*-GRE without affecting classical GREs. Zj7 reduces the expression of orexigenic genes in the ARC and exerts a significant anorexigenic effect with weight loss in both high fat diet-induced obese and genetically obese *db/db* mouse models. Transcriptome analysis showed that Zj7 represses the expression of a group of orexigenic genes including *Agrp* and *Npy* induced by the synthetic GR ligand dexamethasone (Dex) in the hypothalamus. Taken together, Zj7, as a selective GR modulator, showed beneficial metabolic activities, in part by suppressing GR activity in non-classical GREs in orexigenic genes. This study demonstrates that a potential anorexigenic molecule may allow GRE-specific inhibition of GR transcriptional activity, which is a promising approach for the treatment of metabolic disorders.

## Introduction

To maintain energy homeostasis in the body, it is necessary to sense the peripheral signals that reflect the amount of stored energy in the body and deliver the information to the central nervous system (CNS). The hypothalamus in the CNS, consisting of multiple nuclei, regulates homeostasis crucial for survival and reproduction. Particularly, the arcuate nucleus (ARC), containing various neurons that control energy balance, reproduction, and growth, plays key roles in sensing/processing peripheral cues due to its permeability and proximity to the peripheral bloodstream^1–3^. In particular, agouti-related protein (AgRP) neurons in the ARC produce the key orexigenic neuropeptides AgRP and neuropeptide Y (NPY) that increase food intake and reduce energy expenditure in response to hunger signals^4–6^.

Glucocorticoid (GC), via the GC receptor (GR) that belongs to the nuclear receptor superfamily of ligand-dependent transcription factors, regulates the expression of many distinct target genes in metabolism, inflammation, stress response, and development^7^. GC is one of the well-known peripheral orexigenic signals and accordingly, the level of GC is increased in fasting conditions, activating the expression of AgRP and NPY^8,9^. The nature of GC response depends on cell types and context-specific actions of GR and GR-interacting transcription factors through different types of glucocorticoid response elements (GREs). GCs are the most widely used anti-inflammatory drugs and obesity, one of the major adverse effects of GCs, is thought to be caused by aberrant activation of orexigenic GR targets^10^. GR has been shown to partner with lineage-determining factors to generate cell-type-specific GC responses^11,12^. GR binds cis-regulatory elements together with Activator protein 1 (AP-1) and Nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) in macrophages^13,14^. E47 co-regulates GR targets and modulates hepatic GC action in the liver^15^. The transcription factor brain-specific homeobox factor (Bsx) co-operates with GR to induce orexigenic AgRP expression in AgRP neurons^16^. Therefore, targeting specific regulatory modules between GR and interacting factors may provide an opportunity to develop new approaches that mitigate the orexigenic effects of GC while retaining potent anti-inflammatory properties that can ensure cell type and locus specific gene regulation by GR.

Bsx is highly expressed in AgRP neurons and has been shown to link spontaneous locomotor activity for food seeking and food intake by regulating the expression of AgRP and NPY^17^. Previously, we have reported the mechanism by which GC triggers fasting-dependent induction of AgRP expression in AgRP neurons. This involves GR binding to the non-classical GRE in the *Agrp* gene in cooperation with Bsx bound to neighboring Bsx-binding motifs^16^. This unique *Agrp*-GRE mediates potent AgRP induction by the synergy of GR and Bsx, and we hypothesized that similar motifs are associated with other orexigenic genes such as *Period 1* (*Per1)* and *Ankyrin repeat and SOCS box containing 4* (*Asb4)* in AgRP neurons (Fig. 1A). Interestingly, Bsx rather inhibits transactivation directed by classical GREs, suggesting that it acts as a GRE dependent dual regulator of GC/GR target genes^16^.

**Figure 1:**
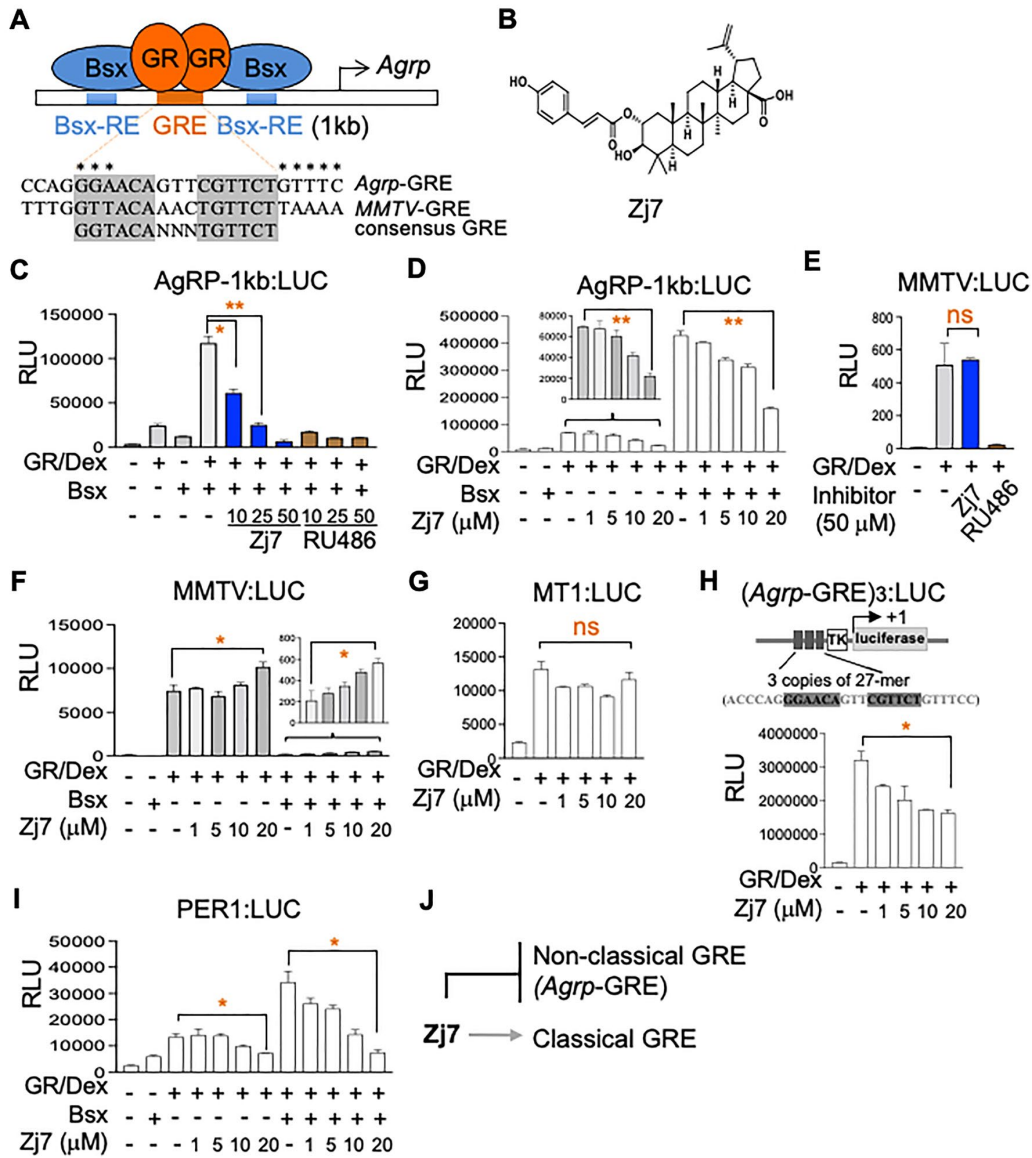
Selective inhibition of *Agrp*-GRE by a natural steroid compound. (**A**) Schematic representation of the *Agrp* promoter containing binding sites for Bsx and GR. *Agrp*-GRE, *MMTV*-GRE and consensus GRE are highlighted. Asterisks indicate the sequences in the first half site (GGA) and the region flanking the second half site (GTTTC) of *Agrp*-GRE that are critical for the unique properties of *Agrp*-GRE (i.e., synergy with Bsx in the induction of orexigenic genes). (**B**) Structure of the Zj7 compound. (**C**–**I**) Luciferase reporter assays with AgRP-1 kb:LUC, (*Agrp*-GRE)_3_:LUC, PER1:LUC, MMTV:LUC and MT1-LUC in HEK293T cells. AgRP-1 kb:LUC was synergistically activated by Bsx and GR treated with the synthetic GC, dexamethasone (Dex, 10^−7^ M). Treatment of naturally derived steroidal compound Zj7 suppressed AgRP-1 kb:LUC, (*Agrp*-GRE)_3_:LUC and PER1:LUC, but did not affect MMTV:LUC and MT1-LUC. RU486 inhibited both AgRP-1 kb:LUC and MMTV:LUC activated by GR and Dex. Transfections were repeated at least three times independently. Data are presented as the mean of triplicate values and error bars represent the standard deviation. Statistical differences were determined by Student’s t-test; *p < 0.05, and **p < 0.01 and ‘ns’ indicates not significant. (J) Zj7 negatively targets non-classical *Agrp*-GRE but not classical GRE.

We employed these biological findings to show the prospect of the identification of selective GR modulators (SGRMs) targeting genes with non-classical GREs. To identify compounds that selectively suppress the transcriptional activity of GR in non-classical *Agrp*-GRE but not in classical GREs, we first employed our similarity-implemented virtual screening approach and structure–activity relationship (SAR) analysis led us to identify 2-*O-trans-p*-coumaroylalphitolic acid (Zj7), also naturally derived from the plant *Ziziphus jujube* (Fig. 1B)^18,19^. Our study identifies Zj7 as an important anorexigenic molecule and proposes a potential molecular mechanism for the treatment of obesity.

## Results

### Selective inhibition of *Agrp*-GRE and similar GREs but not classical GREs by naturally derived steroidal compound

To test if the synergistic transcriptional activity of GR and Bsx is selectively blocked by Zj7, we adopted the cell-based assay using luciferase reporters. AgRP-1 kb:LUC reporter was constructed by linking the 1-kb *Agrp* promoter containing two Bsx-REs and GRE to luciferase gene as described previously (Fig. 1A). Interestingly, Zj7 suppressed the transcriptional activity of AgRP-1 kb:LUC driven by dexamethasone (Dex) in HEK293T cells transfected with the expression vectors for GR and Bsx (Fig. 1C and D). Furthermore, Zj7 showed no effect or even increased the Dex/GR-dependent activity of mouse mammary tumor virus (MMTV):LUC (Fig. 1E and F) and another GR target gene reporter containing classical GRE, Metallothionein 1 (MT1):LUC (Fig. 1G), suggesting that Zj7 does not simply block the ligand-bound GR activity. In stark contrast, RU486, an antagonist of GR, strongly inhibited both AgRP-1 kb:LUC and MMTV:LUC (Fig. 1C and E).

To further examine the detailed molecular basis of Zj7 in inhibiting AgRP-1 kb:LUC, we treated Zj7 with or without Bsx expression and found that Zj7 suppressed GR transcriptional activity in a dose dependent manner in both conditions. Even though the activation of AgRP-1 kb:LUC by Dex/GR alone was much lower than the synergistic activation by Dex/GR and Bsx, it was still significantly suppressed by Zj7 (Fig. 1D). Dex response of (*Agrp*-GRE)_3_:LUC with three copies of 27-mer sequence containing *Agrp*-GRE alone was also inhibited by Zj7 (Fig. 1H), suggesting that the selective repression of AgRP-1 kb by Zj7 can be mediated by the unique nature of *Agrp*-GRE alone. To test whether Zj7 affects the activation of other GR target genes directed by GREs similar to *Agrp*-GRE, we used PER1:LUC. *Per1*-GRE shares the characteristic features of *Agrp*-GRE, sequences in the first half site (GGA) and the flanking region of the second half site (GTTTC) (Fig. 1A, asterisks and Supplementary Figure S1). The reporter was activated by Dex/GR alone and synergistically by Dex/GR and Bsx, and these activations both were blunted by Zj7 treatment (Fig. 1I). Overall, these results suggest that Zj7 selectively antagonizes the action of GC in non-classical GRE such as *Agrp*-GRE but not in classical GREs such as *MMTV*-GRE and *MT1*-GRE (Fig. 1J). We speculate that the inhibitory action of Zj7 is possibly mediated by the suppression of the cooperative activity of the ligand-bound GR and Bsx as well as by the unique sequence features of the *Agrp*-GRE sequences.

### Inhibition of GR/Bsx synergistic transactivation by Zj7: modulation of GR-Bsx interaction and disruption of GR recruitment to target loci in the hypothalamus

To understand the molecular basis of the inhibitory action of Zj7 on synergistic GR/Bsx transactivation, we tested whether the interaction between GR and Bsx was inhibited by Zj7. We performed in vivo glutathione S-transferase (GST) pull-down assays using the lysates of HEK293T cells transfected with GST-fused Bsx and Myc-tagged GR. GR and Bsx interacted with each other, which was blocked by Zj7 treatment (lanes 3 and 5 in Fig. 2A).

**Figure 2:**
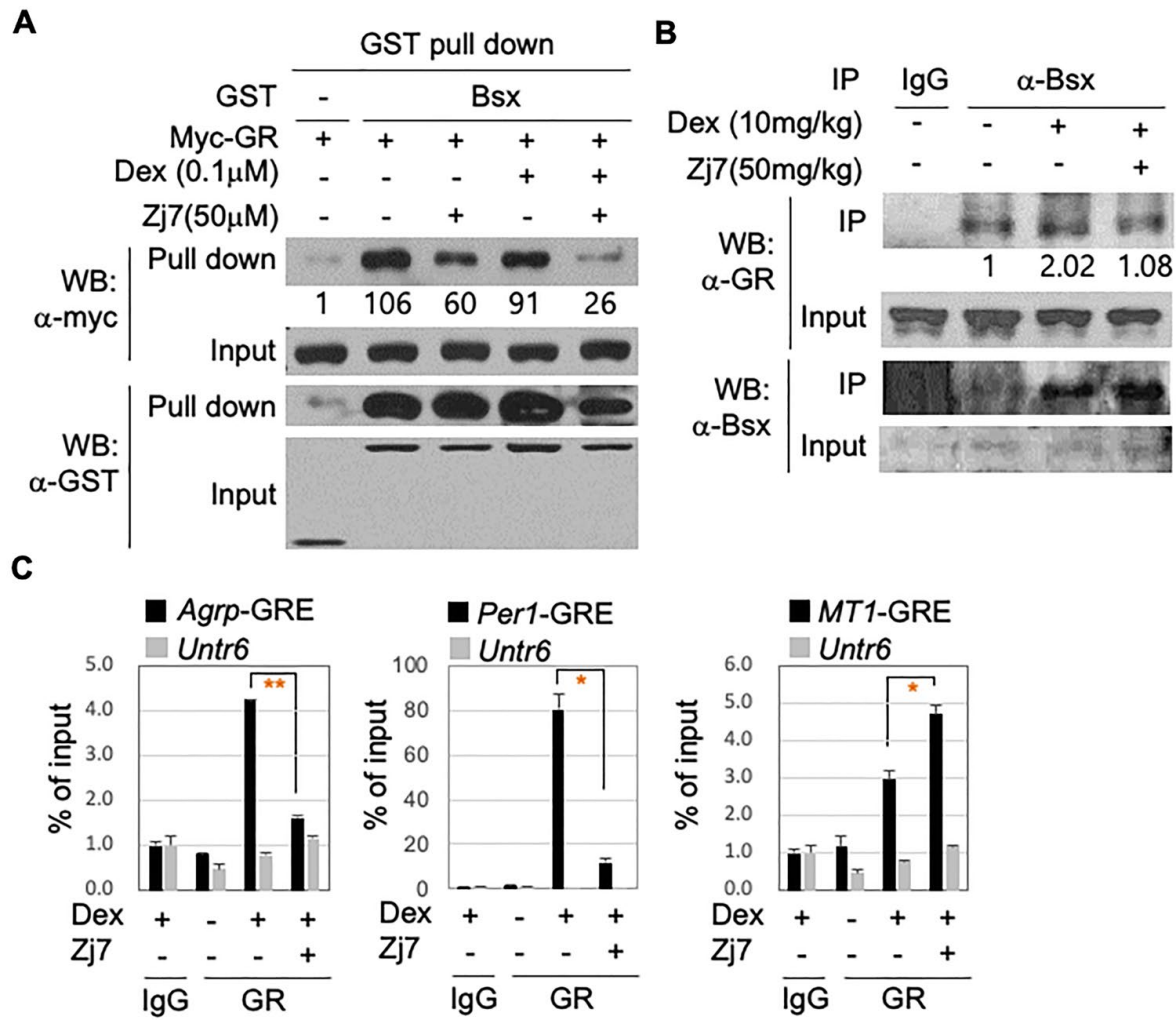
Zj7 modulates the GR activity by weakening the interaction with Bsx and interfering the recruitment of GR to *Agrp*-GRE (**A**) In vivo GST pull-down assays in HEK293T cells expressing GST-Bsx and Myc-GR. Zj7 treatment blocks the interaction between Bsx and GR. (**B**) CoIP analysis using hypothalamus tissue from ten-week-old male mice treated with either vehicle, Dex (10 mg/kg), or Dex (10 mg/kg) + Zj7 (50 mg/kg) for 2 h. (**C**) ChIP assays with mHypoA-2/12 cells treated with vehicle, Dex (0.1 μM) and Zj7 (50 μM) for 2 h. The recruitment of GR by Dex to *Agrp*-GRE and *Per1*-GRE was abolished by Zj7 treatment, while the recruitment of GR to *MT1*-GRE was further increased by Zj7. Data are mean ± standard error of the mean (SEM). Statistical differences were determined by Student’s t-test; *p < 0.05, and **p < 0.01.

Next, to examine whether the interaction of GR and Bsx expressed endogenously in the hypothalamic tissues was also affected by Zj7, we used cell lysates of the mouse hypothalamus injected with the vehicle, Dex, or Dex plus Zj7 for two hours, then pulled them down using an anti-Bsx antibody, followed by western blotting with an anti-GR antibody. We observed the interaction of endogenous GR and Bsx, which was further enhanced by Dex treatment and attenuated by Zj7 treatment in the hypothalamic tissues (Fig. 2B).

Given the negative regulation of Zj7 towards non-classical *Agrp*-GRE without affecting classical GREs, we tested whether Zj7 recognizes GR bound to unique DNA sequences in *Agrp*-GRE and similar GREs and prevents GR recruitment to target loci. We performed a chromatin immunoprecipitation (ChIP) assay with either control immunoglobulin G (IgG) or an anti-GR antibody using the murine hypothalamic cell line HypoA-2/12 treated with the vehicle, Dex, or Dex plus Zj7. As expected, we found that GR was recruited to the GR target gene loci in a Dex-dependent manner, but not to the control region of the *untr6* locus. Surprisingly, the recruitment of GR to the *Agrp*-GRE was significantly downregulated by Zj7. Similar results were obtained for *Per1*-GRE, while the binding of GR to the *MT1*-GRE, which contains a classical GRE, was further enhanced by Zj7 (Fig. 2C). These results suggest that Zj7 targets the transcriptional activity of GR associated with *Agrp*-GRE, possibly by modulating the interaction between GR and Bsx, and by blocking the binding of GR to the distinct DNA sequences in *Agrp*-GRE, which likely underlies the selectivity of Zj7 towards some hypothalamic metabolic homeostasis genes regulated by glucocorticoids.

### Suppression of fasting-induced expression of *Agrp* and *Npy* in mouse hypothalamic ARC by acute Zj7 treatment

Based on the selective mode of action of Zj7 in suppressing GR transcriptional activity in *Agrp*-GRE, we tested whether Zj7 inhibits fasting-induced expression of AgRP in the ARC. We injected wild-type (WT) mice intraperitoneally with either vehicle or Zj7 (50 mg/kg) and subjected the mice to fasting for twelve hours. In situ hybridization (ISH) analysis showed that Zj7 significantly suppressed the fasting-mediated induction of *Agrp* and *Npy* compared to vehicle injection (Supplementary Figure S2). Immunohistochemistry (IHC) analysis of Orthopedia homeobox (OTP), a marker of AgRP neurons, showed that it was not affected by Zj7, suggesting that Zj7 selectively inhibits the expression of the orexigenic genes *Agrp* and *Npy* without affecting the survival of AgRP neurons (Supplementary Figure S2). To further investigate whether Zj7 caused any general adverse effects, we performed the elevated plus maze test and the conditioned taste aversion memory test and found that Zj7 did not cause any abnormal behavior such as anxiety (Supplementary Figure S3). Despite the Zj7 injections, no aversive behavior was observed for the consumption of 0.1% sucrose water in the conditioned taste aversion test. Interestingly, both the vehicle-injected and the Zj7-injected groups showed a substantial increase in sucrose consumption during retrieval, reaching approximately 116% and 186%, respectively. Moreover, sucrose consumption increased significantly with Zj7 injection. The results suggest that Zj7 may have an unexpected effect by increasing, rather than decreasing, sucrose consumption. This suggests a significant influence on retrieval processes and the potential modulation of taste-related behaviors, which may indicate a reduction in depression-like symptoms.

### Amelioration of obesity by Zj7 in high fat diet-induced obese mice

Based on the inhibitory action of Zj7 on the expression of the orexigenic neuropeptides AgRP and NPY, we hypothesized that Zj7 reduces food intake, resulting in improved overnutrition-induced weight gain. To test this hypothesis, we intraperitoneally (i.p) injected high fat diet-induced obese (DIO) mice (mice fed high fat diet for 12 weeks) with either the vehicle or Zj7 for two weeks. While the body weight of vehicle-treated DIO mice showed virtually no change, the administration of Zj7 markedly reduced the body weight of DIO mice, from 39.74 ± 1.59 g to 32.14 ± 1.86 g (on day 1 versus day 12 of treatment, *p* < 0.0001), which is equivalent to 18.8 ± 3.78% weight loss relative to their initial weights (Fig. 3A). During the study, the daily food intake of Zj7-treated mice was significantly reduced compared to that of control mice (Fig. 3B). However, the data itself showed that Zj7-treated mice appeared to stop eating for 4 days, but these mice looked and behaved almost normal. We suspect that the first 4 days of feeding data were due to a technical error in measuring high fat diet (HFD) intake. The average of cumulative food consumption was calculated excluding the first 4 days of the study, which shows a significant difference in food intake between the vehicle and Zj7-injected groups (Fig. 3C). Our magnetic resonance imaging (MRI) results also revealed that the percentage of fat mass normalized by lean mass was reduced, while lean mass was not affected in Zj7-treated mice compared to vehicle-treated control mice (Fig. 3D and E). Serum leptin levels also decreased in Zj7-treated mice, reflecting reduced fat mass (Fig. 3F).

**Figure 3:**
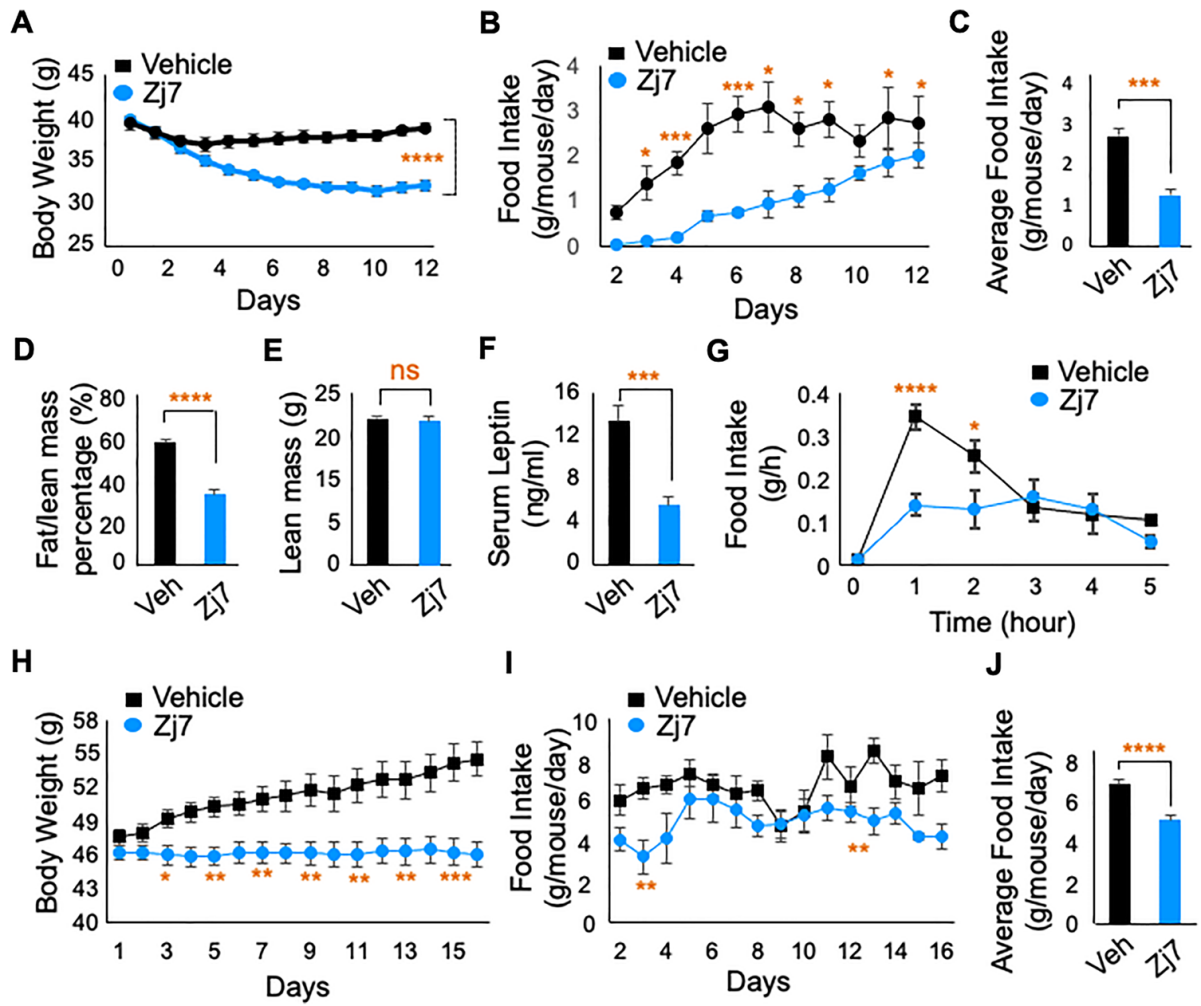
Anti-obesity effect of Zj7 on high fat diet induced obese (DIO) mice and *db/db* mice. Twelve-week-HFD-fed obese mice (**A**–**G**) were daily treated with vehicle or Zj7 (50 mg/kg) intraperitoneally (i.p.) for two weeks. (**A**) Body weight (g) (n = 10 for each group) and (**B**) Daily food intake of DIO mice for 12 days. (**C**) Average food consumption of DIO mice during 5–12 days of treatment. (**D**) Fat content normalized by lean mass (%) and (**E**) Lean mass (g) of DIO mice after two weeks of treatment (n = 10 for each group). (**F**) Serum leptin levels of vehicle (n = 10) or Zj7 (n = 8; 50 mg/kg) treated DIO mice after two weeks treatment. (**G**) Twelve-week-HFD-fed obese mice were fasted for sixteen hours then, treated with vehicle or Zj7 (50 mg/kg) i.p. and fed with food. Food intake after refed (g). (**H**–**J**) Six-week-old male *db/db* mice were treated with vehicle or Zj7 (50 mg/kg) for sixteen days (daily, i.p). (**H**) Body weight (g). **(I**) Daily food intake of *db/db* mice for 16 days. (**J**) Average food consumption of *db/db* mice during the treatment. (vehicle n = 9, Zj7 n = 10). Data are mean ± SEM. Statistical differences were determined by Student’s t-test; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and ‘ns’ indicates not significant.

Next, to test whether Zj7 could suppress the hyperphagic behavior due to the reduced expression of the orexigenic neuropeptides AgRP and NPY induced by fasting, DIO mice were fasted for sixteen hours, then treated with vehicle or Zj7 and re-fed. Food intake was measured for the next five hours after refeeding. Vehicle-treated mice showed a dramatic increase in food intake after refeeding 1–2 h later, while Zj7-treated mice showed a significant decrease in food intake compared to vehicle-treated mice (Fig. 3G).

### Anti-obesity effect of Zj7 in *db/db* mice

To further test the effect of Zj7 in improving metabolic homeostasis in a genetically induced obese mouse model, we investigated whether Zj7 can reverse or block the progression of obesity in *db/db* mice, which carry elevated levels of leptin but are leptin-resistant due to a mutation in the gene encoding the leptin receptor. Vehicle-treated *db/db* mice gained weight during the experimental period. At the end of the experiment, the *db/db* mice had gained 13% of their initial body weight. Surprisingly, administration of Zj7 to the *db/db* mice prevented the weight gain and they maintained their initial body weight throughout the experiment (Fig. 3H). We observed a significantly lower food intake in Zj7-treated *db/db* mice than in vehicle-treated *db/db* mice (Fig. 3I and J), which partially explains how Zj7 prevents further weight gain in *db/db* mice.

### Enhanced glucose and energy homeostasis by Zj7 in DIO mice

To test whether Zj7 can improve glucose homeostasis in DIO mice, we performed a glucose tolerance test (GTT) following treatment of DIO mice with vehicle or Zj7 for two weeks. Blood glucose level decreased more rapidly in the Zj7-treated mice than in the vehicle-treated mice (Fig. 4A). Seventeen days of Zj7 treatment also enhanced insulin sensitivity in DIO mice, as analyzed using an insulin tolerance test (ITT) (Fig. 4B).

**Figure 4:**
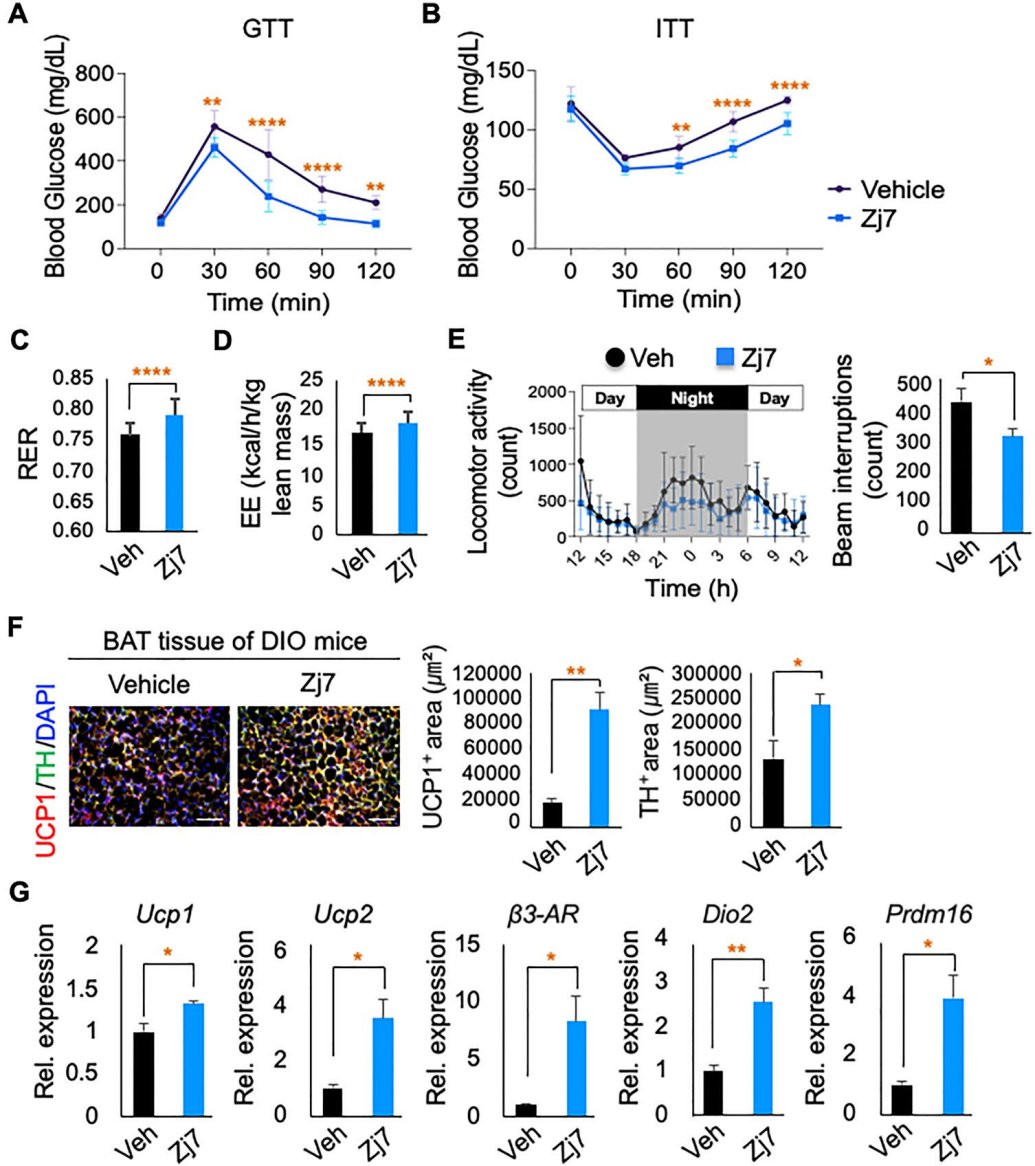
Improvement of glucose and energy homeostasis by Zj7 treatment. (**A**) Glucose tolerance test (GTT) after two-week treatments. (**B**) Insulin tolerance test (ITT) after 17-day treatments. (Vehicle n = 8; Zj7 n = 8). (**C**) RER. (**D**) EE (kcal/h/kg lean mass). (**E**) Locomotor activity (count). Bar graphs represent the average of 48 hourly observations for each of the vehicle-injected and Zj7-injected groups. (Vehicle n = 10, Zj7 n = 9). (**F**) IHC showed that brown adipose tissue from Zj7 injected DIO mice significantly increased the expression of UCP1 (thermogenic gene) and TH (sympathetic innervation) levels compared to vehicle injected DIO mice. (Vehicle n = 3, Zj7 n = 3). Scale bars: 100 μm. (**G**) The thermogenesis markers, including *Ucp1, Ucp2, β3-AR, Dio2* and *Prdm16* were significantly increased in brown adipose tissue of Zj7 injected DIO mice compared to vehicle injected DIO mice by quantitative RT-PCR (Vehicle n = 3, Zj7 n = 3). The values are presented as the means ± SEM. *p* values were calculated using Bonferroni’s post hoc test following a two-way analysis of variance (ANOVA) (A and B) using Prism 9 (GraphPad) software and Student’s t-test (**C**–**G**). The number of asterisks indicates the level of significance: *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

In addition to its inhibitory effects on food intake and body weight gain, we reasoned that Zj7 would also facilitate energy expenditure, given the well-known inhibitory action of AgRP neurons on energy expenditure. To test whether Zj7 enhances energy expenditure, we measured various metabolic parameters (respiratory exchange ratio [RER], energy expenditure [EE]) in vehicle- or Zj7-treated DIO mice. The RER of the Zj7-treated mice was higher than that of the vehicle-treated mice (Fig. 4C). In addition, the EE levels normalized to the lean mass were significantly increased in Zj7-treated DIO mice (Fig. 4D). To further test whether the increased energy expenditure was due to an increase in locomotor activity, we analyzed the locomotor activity with beam interruption counts. Interestingly, Zj7-injected DIO mice showed even lower activity compared to vehicle-injected DIO mice (Fig. 4E).

Next, we analyzed resting energy expenditure by examining whether thermogenic energy expenditure was increased. IHC for thermogenic markers in brown adipose tissue (BAT) showed that uncoupling protein-1 (UCP1) levels were significantly increased and tyrosine hydroxylase (TH) expression was also increased in Zj7-injected DIO mice, indicating that the sympathetic innervation was significantly enhanced (Fig. 4F). We also examined the expression of thermogenic genes such as *Ucp1, Ucp2, β3-AR, Dio2* and *Prdm16* in BAT, which were significantly upregulated in Zj7-injected DIO mice by quantitative reverse transcription PCR (qRT-PCR) (Fig. 4G). Overall, these results demonstrate that Zj7 increases energy expenditure mainly by enhancing resting energy expenditure.

### Changes of Dex-regulated gene expression by Zj7 in mouse hypothalamus

Given the inhibitory actions of Zj7 on GR transactivation and weight gain, we hypothesized that in addition to AgRP and NPY, Zj7 would regulate the expression of genes related to food intake and/or energy homeostasis induced by GR activation. 

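The arcuate nucleus (ARC) of the hypothalamus holds the AgRP/NPY neurons and the POMC neurons. It was dissected from 10-week-old male C57BL/6 mice 24 h after an i.p. injection, and its RNA was sequenced on an Illumina HiSeq instrument after poly(A) selection. The 3 groups received vehicle, dexamethasone (Dex, a synthetic GR agonist) at 10 mg/kg, or Dex at 10 mg/kg together with Zj7 at 50 mg/kg. The labels of the samples give 1 dose, 10 mg/kg, for the combined treatment, and the doses of the paper are used here. Of the 3 groups, the labels describe only the vehicle samples as fed. The paper gives its mice free access to food unless otherwise specified and states no feeding state for this experiment, so a difference in feeding between vehicle and the treated groups, which could change *Agrp* and *Npy*, was not tested. Each group has 2 libraries. Neither the paper's text nor the labels say whether the libraries of a group came from separate mice, so p-values measure only the spread between these samples, which may be technical. The authors removed low-quality reads, adapter sequences, contaminant DNA and PCR duplicates, mapped the reads to the mouse genome mm10 with Bowtie2 2.3.4.1 and HISAT2 2.1.0, and assembled transcripts with StringTie 2.1.3b. They left out every gene with a count of 0 in any library, which also takes out genes silent in 1 group, and deposited read counts for 21461 genes. The kit was stranded, but the use of strand in counting is not given in the sources used here. A read in a stretch shared by overlapping genes may therefore have been counted for either.
Total counts were 57060342 and 53400496 in the vehicle libraries, 50704789 and 55542414 in the Dex libraries and 58218989 and 61122938 in the Dex+Zj7 libraries. The 10 genes with the most counts took 5.77% to 6.66% of a library, and 9.00% to 10.4% of the genes had fewer than 10 counts in it. Counts were scaled by TMM (factors of 0.987 to 1.01) and tested with edgeR's quasi-likelihood test over the 6 libraries, so that the 3 groups share an estimate of the spread. Benjamini-Hochberg adjustment covered all genes, and a gene is called changed at an adjusted p under 0.05. Levels are given as CPM, counts scaled to an equal total for every library after TMM, and changes as log2 fold changes. In counts simulated for Dex against vehicle over the 21461 genes, this test recovered 73.1% of the genes changed 1.5-fold, 88.1% of those changed 2-fold and 97% of those changed 4-fold. The changed genes were drawn only from those with a mean of at least 1 CPM. Counts simulated from the same dispersions gave more calls for Dex than the data, so these shares may run high. Lists of marker and pathway genes, the rule for the genes named, the tests and the alternatives were set before the data were examined, except for the list tests that leave out a library, which were added after the data were seen, and where another test is said to have been added later. Each list was compared with all other genes by camera, a competitive gene set test, with a preset correlation of 0.01 between genes and adjustment over 90 tests. The adjusted p from fry, a test of the list by itself set as an alternative, is given where it ends a call by camera.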

To identify genes regulated by Zj7 in the ARC of hypothalamus, we performed RNA sequencing (RNA-seq) experiments on hypothalamic ARC tissue from mice treated with vehicle, Dex and Dex plus Zj7 for twenty-four hours. We first identified 3151 differentially expressed genes (DEGs) with a log_2_ fold change (FC) ≥ 1.5 (*p* < 0.05), indicating a significant difference in gene expression in each condition (Fig. 5A). 

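After 24 h of Dex, known target genes of GR were higher than with vehicle. *Fkbp5*, which encodes a co-chaperone that restrains GR, stood at 33.7 ± 3.27 CPM (SD, n = 2) with vehicle and at 125 ± 3.11 CPM (SD, n = 2) with Dex. This is a log2 fold change of 1.89 (SE 0.13, adjusted p = 3.26e-04 from edgeR's quasi-likelihood test). The lipid droplet protein gene *Plin4*, which overlaps *Hdgfl2*, rose by 2.79 on the log2 scale. The sulfotransferase gene *Sult1a1*, which overlaps *Slx1b*, rose by 1.52. Other raised genes were the transcriptional coregulator *Cited1* (1.30), the actin-binding *Fam107a* (0.86) and *Scrg1* (1.09). Of 28 glucocorticoid-induced genes, 20 were higher and 1 was lower (23 and 2 when adjusted over the list alone). Their median log2 fold change was 0.83 (adjusted p = 2.57e-11 from camera, adjusted p = 0.398 with an estimated correlation). The lower gene was *Lcn2* (−2.02, a call lost without Vehicle replicate 1, adjusted p = 0.0611), which encodes the secreted protein lipocalin-2.
Genes of oligodendrocytes and microglia were lower with Dex, as were those of other non-neuronal cells, with medians of −1.08 for endothelial, −1.18 for mural, −1.47 for meningeal fibroblast and −0.58 for ependymal genes (adjusted p from camera of 1.29e-06, 1.46e-05, 5.92e-04 and 7.54e-04, adjusted p = 0.398, 0.398, 0.479 and 0.398 with an estimated correlation, and adjusted p = 0.116 from fry for the meningeal list). *Ugt8a*, an enzyme of myelin lipid synthesis, fell by 1.88 on the log2 scale (SE 0.08, adjusted p = 5.44e-05 from edgeR's quasi-likelihood test). *Itgam*, which encodes the CD11b integrin subunit of microglia, fell by 2.20. Also lower were the myelin gene *Ermn* (−1.17), the transferrin gene *Trf* (−1.27), the carbonic anhydrase gene *Car2* (−1.34), the alarmin gene *Il33* (−1.30) and the phospholipid transfer protein gene *Pltp* (−1.04), which overlaps *Ctsa*. Of 8 oligodendrocyte genes, 6 were lower (7 when adjusted over the list alone), among them *Opalin* (−1.89) and *Mag* (−0.89), which encode proteins of myelin. The list median was −0.73 (adjusted p = 3.29e-05 from camera, adjusted p = 0.398 with an estimated correlation). Of 9 microglia genes, 6 were lower (8 when adjusted over the list alone), among them *Tmem119* (−1.43), the fractalkine receptor gene *Cx3cr1* (−2.67) and the purinergic receptor gene *P2ry12* (−1.56), which overlaps *Med12l*. Their median was −0.78 (adjusted p = 1.46e-05 from camera, adjusted p = 0.398 with an estimated correlation).
Of 31 inflammatory and interferon-response genes, 20 were measured and 7 were lower (12 when adjusted over the list alone). Examples are the antigen presentation genes *Cd74* (−2.23), which overlaps *Mir5107*, and *H2-Ab1* (−2.48). The median was −0.50 (adjusted p = 1.08e-06 from camera, adjusted p = 0.398 with an estimated correlation). Of 14 immediate early genes, which respond within minutes to neuronal activity, 4 were lower (7 when adjusted over the list alone), among them *Arc* (−0.91), *Jun* (−0.48) and *Nr4a1* (−0.60). The *Jun* call was lost without Vehicle replicate 2 (adjusted p = 0.0858) and that of *Nr4a1* (−0.85 to −0.38 with a library left out) without either vehicle library or Dex replicate 2 (0.0585 to 0.145). The median was −0.30 (adjusted p = 0.00119 from camera, adjusted p = 0.398 with an estimated correlation, adjusted p = 0.0642 from fry). None of 8 pan-neuronal genes passed edgeR's quasi-likelihood test, with 1 higher at an unadjusted p under 0.05, 0 called by DESeq2, edgeR's exact test or limma-voom, and 0 when adjusted over the list alone. Their median was 0.04 (adjusted p = 0.772 from camera). Of 8 astrocyte genes, the water channel gene *Aqp4* (−0.94) and the connexin gene *Gja1* (−0.39) were lower (1 higher and 2 lower when adjusted over the list alone). The astrocyte list did not pass (median −0.02, adjusted p = 0.694 from camera).
In all, 1080 of the 21461 genes were higher and 1384 were lower with Dex than with vehicle, and 5974 had an unadjusted p under 0.05. At a log2 fold change of at least 1.5 in size and an unadjusted p under 0.05, 484 genes differed between Dex and vehicle (205 higher, 279 lower). By the same thresholds 102 differed between Dex+Zj7 and Dex (38 higher, 64 lower), 412 between Dex+Zj7 and vehicle (160 higher, 252 lower), and 702 in at least 1 comparison. With a linear fold of 1.5 in place of the log2 value the last count was 3143, and with an adjusted in place of an unadjusted p it was 462. The 2464 genes called for Dex became 804 without Vehicle replicate 1, 538 without Vehicle replicate 2, 1514 without Dex replicate 1 and 3716 with edgeR's exact test.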

Hierarchical clustering analysis was conducted to identify gene sets that were differentially regulated by each condition (Fig. 5A). It is interesting to note that there were gene sets that were upregulated by Dex compared to vehicle and then downregulated by Zj7 treatment, that we classified as cluster A (N = 598). 

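With Zj7 added, many of the same genes were called against vehicle. *Otoa*, which encodes otoancorin, was 3.49 higher than vehicle on the log2 scale with Dex+Zj7, the GABA receptor subunit gene *Gabrr2* 2.65 and the corepressor gene *Hr* 1.30. Lower were *Fcrls* (−2.24) and *Mpeg1* (−1.64), genes of microglia and macrophages. Also lower was *Angptl2* (−2.56), which encodes a secreted angiopoietin-like protein and overlaps *Ralgps1*. Of the 9 microglia genes, 7 were lower than vehicle with Dex+Zj7 (9 when adjusted over the list alone). Their median was −0.73 against vehicle (adjusted p = 7.17e-07 from camera, adjusted p = 0.398 with an estimated correlation) and −0.09 against Dex (adjusted p = 0.109 from camera). Of the 8 oligodendrocyte genes, 6 were lower than vehicle (6 when adjusted over the list alone, median −0.64, adjusted p = 3.27e-04 from camera, adjusted p = 0.398 with an estimated correlation). Against Dex the oligodendrocyte median was 0.12 (1 higher when adjusted over the list alone, adjusted p = 0.0310 from camera, adjusted p = 0.521 with an estimated correlation, adjusted p = 0.329 from fry). In list tests added after the data were seen, that call is lost without either vehicle library, either Dex library or Dex+Zj7 replicate 2 (adjusted p from camera of 0.0500 to 0.568). Of the 20 inflammatory and interferon-response genes, 6 were below vehicle (10 when adjusted over the list alone, median −0.50, adjusted p = 5.12e-06 from camera, adjusted p = 0.398 with an estimated correlation). Against Dex their median was −0.01 (adjusted p = 0.518 from camera). Of the 14 immediate early genes, 6 were below vehicle (11 when adjusted over the list alone, median −0.56, adjusted p = 1.69e-06 from camera, adjusted p = 0.398 with an estimated correlation). Against Dex their median was −0.19 (3 lower when adjusted over the list alone, adjusted p = 0.0130 from camera, adjusted p = 0.398 with an estimated correlation, adjusted p = 0.236 from fry), with an adjusted p in the tests added later of 0.325 without Dex replicate 1 and 0.129 without Dex+Zj7 replicate 2.
*Ptger1*, which encodes the EP1 receptor for prostaglandin E2, was the only gene called between Dex+Zj7 and Dex by edgeR's quasi-likelihood test. Its level was 2.47 ± 0.189 CPM with vehicle, 0.0759 ± 0.00434 CPM with Dex and 1.31 ± 0.00496 CPM with Dex+Zj7 (SD, n = 2 each). The log2 fold change was −4.99 for Dex against vehicle (adjusted p = 2.91e-04) and 4.07 for Dex+Zj7 against Dex (SE 0.34, adjusted p = 0.0290, higher in both libraries). The *Ptger1* call against Dex is uncertain, as it was lost without any one of the 6 libraries. It was also lost with only these groups in the fit (adjusted p = 0.0726) and with the replicate number as a block (0.0935).
Against vehicle, 730 genes were higher and 853 were lower with Dex+Zj7 (5385 at an unadjusted p under 0.05). Of these, 603 were also called higher and 668 also called lower with Dex alone. Independent lists of these sizes would share 36.7 and 55.0 genes, and libraries simulated with no effect shared a median of 0 in each direction (at most 1). With Dex+Zj7 simulated as equal to Dex, the shared genes were 1148 to 1353 higher (median 1250) and 1467 to 1645 lower (median 1557). A count added after the data were seen shows that these simulated sets hold more calls for Dex than the data (medians of 1790 higher and 2123 lower), so they set no bound on the observed overlap. Both comparisons use the same 2 vehicle libraries, so part of the overlap may come from them. The 1583 genes called against vehicle became 383 without Vehicle replicate 1, 354 without Vehicle replicate 2, 311 without Dex+Zj7 replicate 1, 484 without Dex+Zj7 replicate 2 and 3007 with edgeR's exact test. Between Dex+Zj7 and Dex, 1124 genes had an unadjusted p under 0.05 where 1073 are expected by chance and 949 to 1115 (median 1028) were found in counts simulated with Dex+Zj7 set equal to Dex. DESeq2 called 60 genes in that comparison, edgeR's exact test 96 and limma-voom 1, and the same simulated counts gave 0 to 10 calls (median 2) by the quasi-likelihood test. In a principal component analysis of log2 CPM, the first component held 62.5% of the variance. It set the vehicle libraries (−29.2 and −30.6) apart from Dex (16 and 18) and Dex+Zj7 (15.8 and 10.1).

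**Figure D1:**
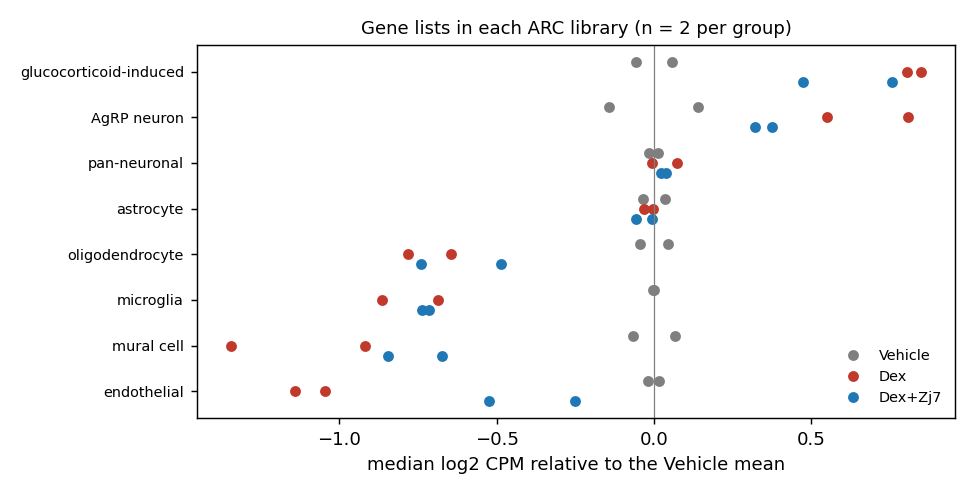
Median log2 CPM of 8 gene lists in each library, relative to the mean of the vehicle libraries, with 1 point per library (2 per group). The glucocorticoid-induced genes sit at 0.81 and 0.85 with Dex and at 0.76 and 0.48 with Dex+Zj7, and the endothelial genes at −1.04 and −1.14 with Dex and at −0.52 and −0.25 with Dex+Zj7.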

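Genes with this pattern include targets of GR and genes of the AgRP neurons. The metallothionein gene *Mt1* rose by 0.90 on the log2 scale with Dex (adjusted p = 3.99e-04 from edgeR's quasi-likelihood test) and was at −0.27 with Dex+Zj7 relative to Dex (adjusted p = 0.636). *Mt2* had values of 0.85 and −0.34, and *Ddit4*, which encodes an inhibitor of mTORC1, of 0.82 and −0.32. With a library left out the value of *Ddit4* between Dex+Zj7 and Dex ran from −0.48 to −0.19. The clock gene *Per1* was at 0.22 with Dex (adjusted p = 0.0659) and at −0.17 with Zj7 added. With *Cdkn1a*, these are 5 of the 28 glucocorticoid-induced genes, and *Agrp*, *Npy* and *Lepr* are 3 of 10 AgRP neuron genes.
In all, 146 genes were above vehicle with Dex and below Dex with Dex+Zj7, each at an unadjusted p under 0.05. Their median log2 fold changes were 0.85 for Dex, −0.52 for Dex+Zj7 against Dex and 0.18 for Dex+Zj7 against vehicle. Of the 146 genes, 87 were called for Dex at the adjusted p, and 19 were still called higher than vehicle with Dex+Zj7. With edgeR's quasi-likelihood test 0 passed the adjusted p in both comparisons (DESeq2 5, edgeR's exact test 13, limma-voom 0). The comparisons share the Dex libraries, so a chance high in Dex counts in both. In 50 sets of counts simulated with Dex+Zj7 set equal to Dex, 143 to 203 genes had this pattern (median 168). These sets hold more genes above vehicle with Dex at an unadjusted p under 0.05 than the data (3048 to 3317 against 2826, a count added after the data were seen), so this range may run high. With no effect in any group 77 to 118 had it, and independent lists would share 59.8. The count was 536 without Dex replicate 2, 231 without Dex+Zj7 replicate 1, 94 without Dex+Zj7 replicate 2 and 94 with DESeq2. With 1 Dex library for each comparison, a test added after the data were seen, it was 90 (independent lists 65.2) or 154 (120), depending on which library was set against vehicle.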

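Genes of blood vessels were lower with Dex and closer to vehicle with Dex+Zj7. *Flt1* and *Kdr*, which encode receptors for VEGF, were at −1.36 and −1.14 on the log2 scale with Dex relative to vehicle, and at 0.92 and 0.74 with Dex+Zj7 relative to Dex. *Tek*, the gene of the angiopoietin receptor TIE2, had values of −1.89 and 1.06. The VE-cadherin gene *Cdh5* had values of −1.43 and 0.82, and the adhesion molecule gene *Pecam1* of −0.96 and 0.63. With a library left out the values between Dex+Zj7 and Dex ran from 0.65 to 1.15 for *Flt1*, 0.46 to 0.96 for *Kdr* and 0.70 to 1.33 for *Tek*. With Dex 7 of 8 endothelial genes were lower (8 when adjusted over the list alone, median −1.08, adjusted p = 1.29e-06 from camera, adjusted p = 0.398 with an estimated correlation). The gene that did not pass was *Cldn5*, a tight junction gene (−0.87, −1.15 to −0.54 with a library left out, adjusted p = 0.0512 from edgeR's quasi-likelihood test). It was called lower with total counts (adjusted p = 0.0473), the exact test (0.00405), filterByExpr (0.0216), only these groups in the fit (0.0380) and the replicate block (0.003). RLE factors, DESeq2 and limma-voom did not call it. The call of the transporter gene *Slco1a4* (−0.70) was lost without either vehicle library or without Dex replicate 2. Relative to Dex, the endothelial list was higher with Dex+Zj7 (median 0.84, adjusted p = 7.22e-11 from camera, adjusted p = 0.398 with an estimated correlation). None of its genes passed edgeR's quasi-likelihood test over all genes, while 8 had an unadjusted p under 0.05, 8 passed when adjusted over the list alone, DESeq2 called 6, edgeR's exact test 7 and limma-voom 0. Relative to vehicle, 2 of the 8 genes were lower with Dex+Zj7 (6 when adjusted over the list alone, median −0.41, adjusted p = 0.0134 from camera, adjusted p = 0.507 with an estimated correlation, adjusted p = 0.148 from fry). In a list test added after the data were seen, the adjusted p against vehicle without Dex+Zj7 replicate 1 was 0.0754.
Genes of mural cells, the pericytes and smooth muscle of vessels, were lower with Dex as well, 6 of 7 (7 when adjusted over the list alone, median −1.18, adjusted p = 1.46e-05 from camera, adjusted p = 0.398 with an estimated correlation). Among them were *Rgs5* (−1.30), *Vtn* (−1.18) and the smooth muscle myosin gene *Myh11* (−1.19). *Podxl*, a sialomucin gene of vessel walls outside the lists, fell by 1.40. Relative to Dex the mural cell genes had a median of 0.20 with Dex+Zj7 (2 higher when adjusted over the list alone, adjusted p = 0.0113 from camera, adjusted p = 0.462 with an estimated correlation, not called by fry). In list tests added after the data were seen, that call was lost without Dex replicate 2 (adjusted p = 0.679) or Dex+Zj7 replicate 2 (adjusted p = 0.0811). Relative to vehicle their median was −0.80 (4 lower, 7 when adjusted over the list alone, adjusted p = 8.76e-05 from camera, adjusted p = 0.398 with an estimated correlation). In the comparison of Dex+Zj7 with Dex, the red blood cell genes had a median of −0.95 and the meningeal fibroblast genes of −0.53. The Dex libraries lay far apart on both lists, with median levels relative to vehicle of 0.24 and −0.63, and of −0.99 and −2.57. In the Dex+Zj7 libraries these were −1.13 and −1.17, and −2.65 and −2.64.
Over all genes, 397 were below vehicle with Dex and above Dex with Dex+Zj7, each at an unadjusted p under 0.05. Their medians were −0.82 and 0.54, and −0.25 for Dex+Zj7 against vehicle. Of these, 256 were called for Dex and 63 were still called lower than vehicle with Dex+Zj7. *Ptger1* alone passed the adjusted p in both comparisons with edgeR's quasi-likelihood test (DESeq2 40, edgeR's exact test 55). Counts simulated with Dex+Zj7 set equal to Dex gave 160 to 226 such genes (median 198), those with no effect 103 to 147, and independent lists would share 98.3. The simulation draws each gene on its own, so changes shared by many genes of a library are not in its range. The covariance of the log2 fold changes of Dex against vehicle and of Dex+Zj7 against Dex was −0.0267, against a median of −0.0121 (−0.0142 to −0.0104) in counts simulated with Dex+Zj7 set equal to Dex. The correlations across genes, which are not independent replicates, were −0.365 and −0.202. In counts simulated with no effect in any group the median covariance was −0.0120 and the median correlation −0.507, farther from 0 than that of the data. The count of 397 became 831 without Dex replicate 2 and 176 without Dex+Zj7 replicate 2. With 1 Dex library for each comparison, a test added after the data were seen, it was 219 (independent lists 96.4) or 320 (162).

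**Figure D2:**
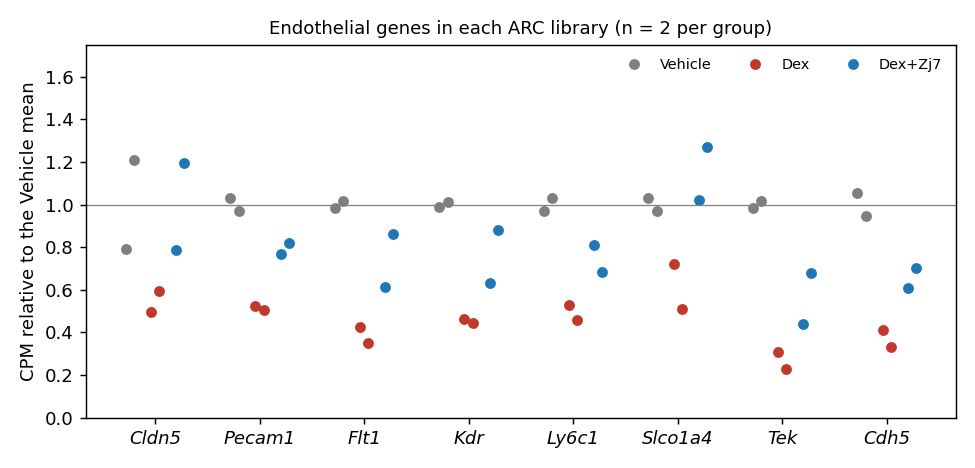
CPM of the 8 endothelial genes in each library, as a ratio to the mean of the vehicle libraries of that gene, with 1 point per library (2 per group). For each of the genes both Dex+Zj7 libraries sit above both Dex libraries.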

Cluster B (N = 443) contains genes that were downregulated by Dex compared to vehicle and then recovered by Zj7 (Fig. 5A and B). We further performed functional analysis for those DEGs in each cluster, and found that cluster A contains genes involved in the adipocytokine signaling pathway, and Forkhead box O (FoxO) signaling pathway, while cluster B contains genes involved in the phosphatidylinositol-3-kinase (PI3K)-Akt signaling pathway, Janus kinase (JAK)-signal transducer and activator of transcription (STAT) signaling pathway, and neuroactive ligand-receptor interaction, which are widely involved in metabolic homeostasis (Fig. 5C). 

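The PI3K-Akt list was written to hold only genes of matrix proteins, integrins, growth factors and their receptors, a part of the pathway of that name. Some of its genes were lower with Dex and higher with Dex+Zj7. The fibronectin gene *Fn1* was at −1.34 on the log2 scale with Dex relative to vehicle (adjusted p = 6.85e-04 from edgeR's quasi-likelihood test) and at 0.51 with Dex+Zj7 relative to Dex. *Vwf*, which encodes von Willebrand factor, had values of −1.60 and 0.69, and the stem cell factor gene *Kitl* of −0.80 and 0.63. The list holds 14 such genes among its 110 measured members where 2.04 are expected (odds ratio 7.98, adjusted p = 8.03e-08 from a one-sided Fisher's exact test against the 21461 genes, adjusted over 5 tests). The others are *Col4a2*, *Flt1*, *Flt4*, *Itga1*, *Itga4*, *Itga6*, *Kdr*, *Pdgfb*, *Pdgfrb*, *Tek* and *Thbs3*. Of these, *Flt1*, *Kdr* and *Tek* are also on the endothelial list and *Pdgfrb* on the mural cell list. Fisher's exact test takes genes as independent, and genes that vary together across libraries can make its p-values too small. The PI3K-Akt list as a whole had 5 genes higher and 26 lower with Dex (8 and 33 when adjusted over the list alone, median −0.14, adjusted p = 6.28e-04 from camera, adjusted p = 0.398 with an estimated correlation). Against Dex it did not pass with Dex+Zj7 (median 0.02, adjusted p = 0.269 from camera). Relative to vehicle its median level was −0.17 and −0.20 in the Dex libraries and −0.20 and −0.15 in the Dex+Zj7 libraries, so the list as a whole did not return to vehicle.
The adipocytokine list had 3 of 60 genes raised by Dex and lower with Dex+Zj7, *Agrp*, *Npy* and *Lepr*, where 0.408 are expected (odds ratio 7.82, adjusted p = 0.0199 from the same Fisher's exact test). The FoxO list had 2 of 113, *Cdkn1a* and *Sgk3*, where 0.769 are expected (odds ratio 2.65, adjusted p = 0.224). Of 63 JAK-STAT genes, 0 were lower with Dex and higher with Dex+Zj7 where 1.17 are expected (adjusted p = 1). Of 137 neurotransmitter and neuropeptide receptor genes 5 were, *Cckar*, *Grm3*, *Grm4*, *Prokr2* and *Vipr2*, where 2.53 are expected (odds ratio 2.02, adjusted p = 0.185). With Dex alone, 8 adipocytokine genes were higher and 4 lower (10 and 4 when adjusted over the list alone). The FoxO list had 9 higher and 11 lower (13 and 13), the JAK-STAT list 4 and 10 (7 and 12) and the receptor list 11 and 13 (12 and 14). None of these 4 lists passed camera with Dex (medians of 0.06, 0.04, −0.03 and −0.07, adjusted p of 0.143, 0.518, 0.409 and 0.225 in the same order), and fry called the adipocytokine list (adjusted p = 0.0348). All 5 lists were written from background knowledge under the names of KEGG pathways and are not copies of them. The paper names these pathways for clusters found in the same libraries, so the calls are not independent evidence. *Agrp*, *Npy* and *Lepr* are also among the genes of its Fig. 5D and 5E. When the Dex change had to reach 1.5 on the log2 scale and the change with Zj7 could be of any size, the adipocytokine list held 2 genes (odds ratio 4.26, adjusted p = 0.213) and the PI3K-Akt list 2 (odds ratio 1.81, adjusted p = 0.513).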

As expected, we found that *Agrp* and *Npy* were upregulated by Dex and then repressed by Zj7 treatment (Fig. 5D). These genes identified in RNA-seq were independently validated (Fig. 5E).

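*Agrp* encodes agouti-related peptide, an antagonist of the melanocortin receptors that drives feeding. The gene (NCBI gene 11604) lies on chromosome 8 of GRCm38.p6 from 105566695 to 105579845 and overlaps the predicted gene *Gm38250*. Its level was 5.74 ± 0.785 CPM with vehicle, 22.6 ± 0.849 CPM with Dex and 14.7 ± 1.64 CPM with Dex+Zj7 (SD, n = 2 each). *Npy* encodes neuropeptide Y, which drives feeding and is made by the same neurons (NCBI gene 109648, chromosome 6 from 49822710 to 49829507). Its levels in the 2 libraries of each group were 33.6 and 24.4 CPM with vehicle, 71.7 and 56.8 CPM with Dex and 39.7 and 43.8 CPM with Dex+Zj7.
Dex raised *Agrp* by 1.97 on the log2 scale (SE 0.13, adjusted p = 2.91e-04 from edgeR's quasi-likelihood test) and *Npy* by 1.15 (SE 0.15, adjusted p = 0.00441). Relative to Dex, *Agrp* was at −0.62 with Dex+Zj7 (SE 0.12, adjusted p = 0.403) and *Npy* at −0.62 (SE 0.15, adjusted p = 0.643). For both genes each Dex+Zj7 library was below each Dex library. Relative to vehicle, *Agrp* stayed higher with Dex+Zj7 (1.35, SE 0.13, adjusted p = 0.00137), and *Npy* was at 0.52 (SE 0.15, adjusted p = 0.0767). In the counts simulated with 200 changed genes, edgeR's exact test made 40 false calls, DESeq2 20 and the quasi-likelihood test 16. The lower *Agrp* with Zj7 was called by DESeq2 (adjusted p = 0.00269) and by edgeR's exact test (0.00119), and the lower *Npy* by the exact test (0.0259). Over all alternatives these adjusted p-values ranged from 3.84e-04 to 0.999 for *Agrp* and from 2.86e-04 to 0.999 for *Npy*. Relative to vehicle *Npy* was called higher without Vehicle replicate 1 (adjusted p = 0.0399) and without Dex replicate 1 (0.0460) or 2 (0.0456).
Of 10 AgRP neuron genes, 6 rose with Dex (7 higher and 1 lower when adjusted over the list alone, median 0.72, adjusted p = 0.00315 from camera, adjusted p = 0.507 with an estimated correlation, adjusted p = 0.0740 from fry). Among them were the ghrelin receptor gene *Ghsr* (0.82), the homeobox gene *Otp* (0.29) and *Acvr1c* (0.81), which encodes an activin receptor and overlaps *Gm13544*. The *Otp* call is uncertain, as it was lost with only these groups in the fit and without any library except Dex+Zj7 replicate 1 (adjusted p of 0.0511 to 0.233). That of *Ghsr* was lost without Vehicle replicate 2 (0.111) or Dex replicate 1 (0.0937), and that of *Acvr1c* without either vehicle library or Dex replicate 1 (0.0585 to 0.0760). Those that did not pass included *Asb4* (−0.33, −0.43 to −0.21 with a library left out, adjusted p = 0.0524 from edgeR's quasi-likelihood test) and the homeobox gene *Bsx* (0.07, adjusted p = 0.734, and −0.06 without Vehicle replicate 2). *Asb4* was called lower with total counts (adjusted p = 0.0420), DESeq2 (0.0172), the exact test (0.013), filterByExpr (0.0341) and the replicate block (0.0414). It was not called with RLE factors, limma-voom or only these groups in the fit. With Dex+Zj7 the AgRP neuron genes were lower than with Dex (median −0.13, 2 lower when adjusted over the list alone, adjusted p = 0.00332 from camera, adjusted p = 0.507 with an estimated correlation, adjusted p = 0.329 from fry). In list tests added after the data were seen, that call was lost without Dex replicate 1 (adjusted p = 0.0582) or Dex+Zj7 replicate 2 (adjusted p = 0.0779). Lists of other cells and regions also passed camera in that comparison, with medians of −0.28 for tanycyte genes (adjusted p = 7.30e-04 from camera, adjusted p = 0.398 with an estimated correlation, adjusted p = 0.140 from fry), 0.45 for suprachiasmatic genes (adjusted p = 0.00525 from camera, adjusted p = 0.462 with an estimated correlation, adjusted p = 0.253 from fry) and −0.95 for red blood cell genes (adjusted p = 5.43e-06 from camera, adjusted p = 0.398 with an estimated correlation, adjusted p = 0.142 from fry), while the ventromedial and lateral hypothalamus genes did not pass (median −0.17, adjusted p = 0.0551 from camera). The suprachiasmatic call was lost without Dex replicate 1 or Dex+Zj7 replicate 1. Relative to vehicle, 3 of the AgRP neuron genes were higher and 1 was lower with Dex+Zj7 (5 and 1 when adjusted over the list alone, median 0.37, adjusted p = 0.0336 from camera, adjusted p = 0.582 with an estimated correlation, adjusted p = 0.189 from fry). This call was lost without Vehicle replicate 2, Dex+Zj7 replicate 1 or either Dex library. Of 10 POMC neuron and melanocortin genes, the prohormone convertase gene *Pcsk2*, which overlaps *Pcsk2os1*, rose with Dex (0.44, 1 gene also when adjusted over the list alone, adjusted p = 0.0526 without Vehicle replicate 2). *Pomc* did not pass (−1.47, adjusted p = 0.113), was called without Vehicle replicate 1 (−2.19) and was at 0.03 without Vehicle replicate 2. The list did not pass (median 0.17, adjusted p = 0.161 from camera, though adjusted p = 0.0320 from fry). Of 12 other arcuate neuron genes, the growth hormone-releasing hormone gene *Ghrh* was called lower with Dex (−0.65, 1 gene also when adjusted over the list alone), a call that is uncertain, as it was lost without any one of the 6 libraries (adjusted p of 0.0503 to 0.248). The list did not pass (median −0.14, adjusted p = 0.885 from camera).
The paper set out from the inhibition of GR transactivation and of weight gain by Zj7 and hypothesized that Zj7 acts on genes of food intake induced by GR. It states that *Agrp* and *Npy* rose with Dex and were repressed by Zj7 (Fig. 5D), and gives quantitative RT-PCR as a separate check (Fig. 5E). In the paper's in situ hybridization of fasted and of obese mice, which received Zj7 without Dex, both genes were lower than with vehicle. Those experiments were not analysed here, and no group sequenced received Zj7 alone.

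**Figure D3:**
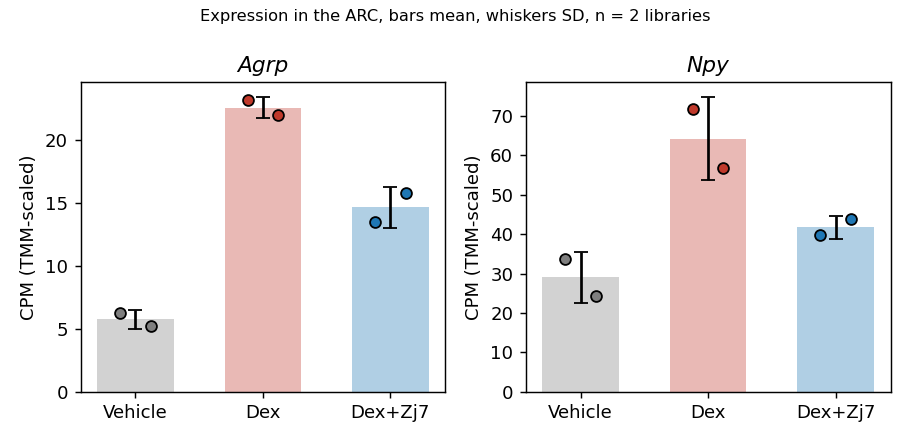
Levels of *Agrp* and *Npy* in CPM of TMM-scaled libraries with vehicle, Dex and Dex+Zj7. Bars are means, whiskers 1 SD and points the 2 libraries of each group, and the Dex+Zj7 points of *Agrp* lie between those of vehicle and Dex.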

**Figure 5:**
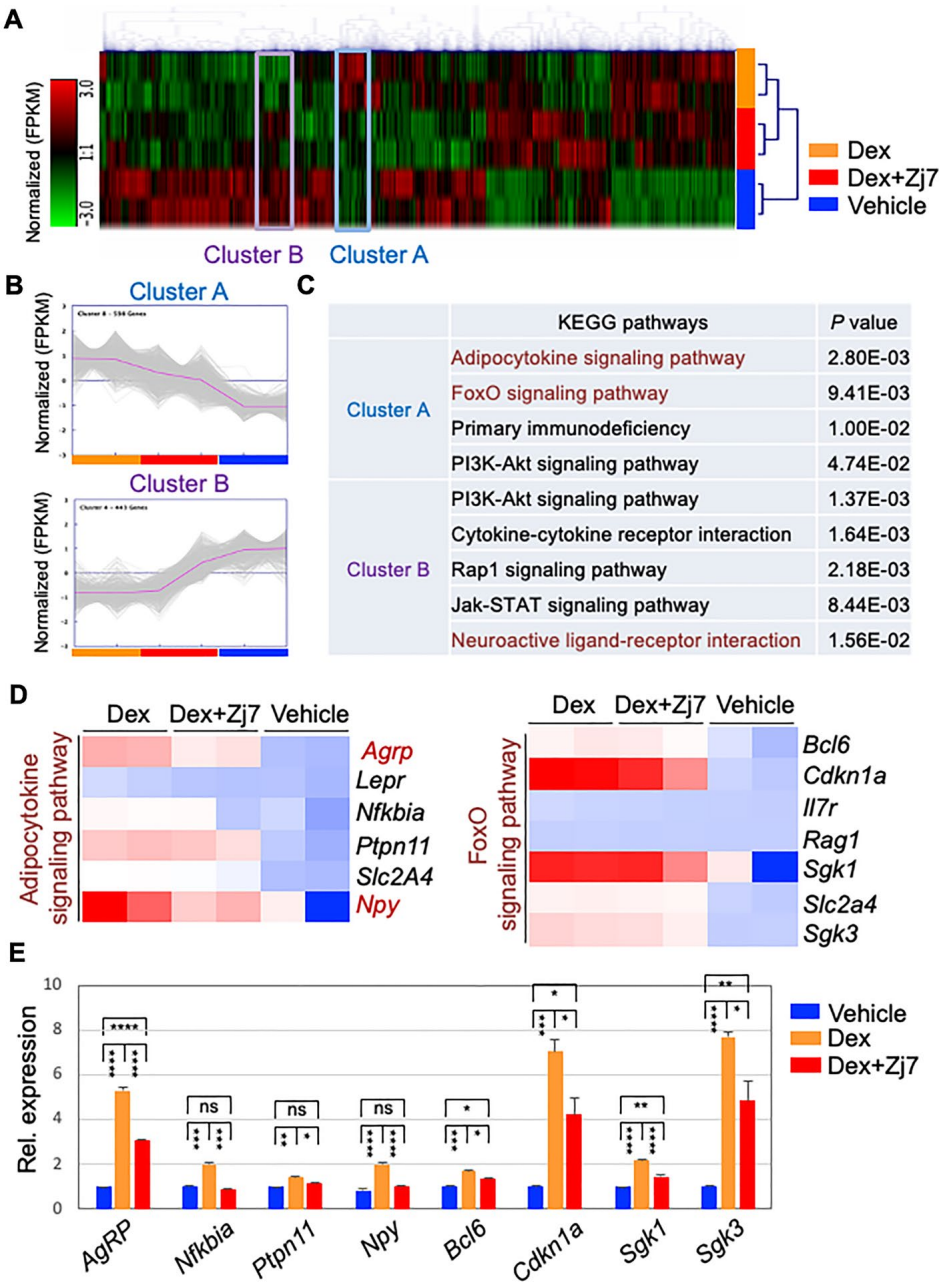
Zj7 modulates the expression of genes in mouse hypothalamus. (**A**–**E**) Transcriptome analysis of hypothalamic ARC tissue from 10-week-old male C57BL/6 mice injected i.p. for 24 h with vehicle, Dex (10 mg/kg) or Dex (10 mg/kg) + Zj7 (50 mg/kg). (**A**) Hierarchical clustering analysis shows the gene sets that were significantly altered by Dex and Zj7 treatment (log2 fold change 1.5, *p* < 0.05). Colors in the heatmap indicate z-scored expression values: red and green color indicate up- and down-regulated expressions, respectively. (**B**) Cluster A (N = 598) contains genes that are upregulated by Dex relative to vehicle treatment and then downregulated by Zj7, while Cluster B (N = 443) contains genes that are downregulated by Dex relative to vehicle treatment and then upregulated by Zj7. (**C**) KEGG pathway analysis with significant *p* values for cluster A and cluster B. (**D**) Heatmap shows that Dex-dependent gene expression in the adipocytokine signaling pathway and FoxO signaling pathway is repressed by Zj7. Colors in the heatmap display z-scored expression values: red and blue color indicate up- and down-regulated expressions, respectively. (**E**) The expression levels of selected genes in the hypothalamic ARC are significantly altered by Dex and Zj7, as determined by quantitative RT-PCR analysis. Error bars represent the SD of the mean. Statistical difference was determined by one-way ANOVA followed by Turkey’s test using Prism 9 (GraphPad) software; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and ‘ns’ indicates not significant.

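The genes shown in Fig. 5D and 5E had higher levels with Dex than with vehicle and lower estimates with Dex+Zj7 than with Dex. *Cdkn1a*, which encodes the cell cycle inhibitor p21, stood at 10.7 ± 0.520 CPM with vehicle, 94.9 ± 1.11 CPM with Dex and 66.5 ± 23.2 CPM with Dex+Zj7 (SD, n = 2 each). This is 3.15 on the log2 scale for Dex (SE 0.21, adjusted p = 2.91e-04 from edgeR's quasi-likelihood test) and −0.51 for Dex+Zj7 against Dex (adjusted p = 0.909). *Sgk3* and *Sgk1*, genes of kinases related to Akt, rose by 2.73 and 1.19 with Dex and were at −0.41 and −0.19 with Zj7 added. *Sgk3* overlaps *Gm2352*. The GLUT4 glucose transporter gene *Slc2a4* rose by 2.40 with Dex and was at −0.17 with Dex+Zj7 relative to Dex. The phosphatase gene *Ptpn11* had values of 0.61 and −0.10 in the same order, and the repressor gene *Bcl6*, which overlaps *Gm31527*, of 0.74 and −0.10. For the leptin receptor gene *Lepr* they were 0.63 and −0.43, and for the interleukin-7 receptor gene *Il7r* 2.01 and −0.86. *Nfkbia*, which encodes an inhibitor of NF-κB, was at 0.65 with Dex (adjusted p = 0.0503 from edgeR's quasi-likelihood test) and at −0.25 with Zj7 added. The recombinase gene *Rag1* was at 0.94 (adjusted p = 0.130) and −0.60.
With *Agrp* and *Npy*, 10 of the 12 genes were higher with Dex (12 when adjusted over the list alone, median 1.17, adjusted p = 1.46e-09 from camera, adjusted p = 0.398 with an estimated correlation). Relative to vehicle 7 were higher with Dex+Zj7 (9 when adjusted over the list alone, median 0.82, adjusted p = 3.79e-07 from camera, adjusted p = 0.398 with an estimated correlation). Between Dex+Zj7 and Dex all 12 estimates were negative, with a median of −0.42 (adjusted p = 8.01e-06 from camera, adjusted p = 0.398 with an estimated correlation, adjusted p = 0.226 from fry). Of the 12 genes 0 passed edgeR's quasi-likelihood test in that comparison, with 5 at an unadjusted p under 0.05, 2 lower when adjusted over the list alone, 1 called by DESeq2, 2 by edgeR's exact test and 0 by limma-voom. The study chose these genes on these samples, so their counts are not independent evidence of the direction.
The call for Dex was lost for *Lepr* without Vehicle replicate 2, Dex replicate 1 or either Dex+Zj7 library, with total counts in place of TMM (0.0516) and with only these groups in the fit (0.0636), for *Bcl6* without Vehicle replicate 2 and for *Il7r* without either vehicle library or Dex replicate 1, while *Nfkbia* was called with RLE factors (adjusted p = 0.0499), edgeR's exact test (0.00502), limma-voom (0.0446), filterByExpr (0.0206) and only these groups in the fit (0.0282), and without Vehicle replicate 1 or either Dex+Zj7 library. The estimate of *Bcl6* between Dex+Zj7 and Dex turned positive without Dex replicate 2 (0.05) or Dex+Zj7 replicate 2 (0.04), and that of *Cdkn1a* was −0.92 without Dex+Zj7 replicate 1 and −0.20 without Dex+Zj7 replicate 2. In the same comparison, leaving out a library gave −0.73 to −0.15 for *Sgk3*, −0.41 to −0.0103 for *Sgk1*, −0.27 to −0.0935 for *Slc2a4*, −0.17 to −0.0349 for *Ptpn11*, −0.61 to −0.24 for *Lepr*, −1.47 to −0.43 for *Il7r*, −0.54 to −0.0254 for *Nfkbia* and −0.84 to −0.30 for *Rag1*.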

### Downregulated expression of the orexigenic neuropeptides in hypothalamic ARC of Zj7- treated DIO mice

To test whether one of the mechanisms of the reduced food intake and weight loss in Zj7-treated DIO mice was the result of downregulated expression of orexigenic neuropeptides in hypothalamic ARC of Zj7-treated DIO mice, we examined the expression of *Agrp* and *Npy* by ISH. We also examined whether the expression of *Cdkn1a* was affected. The expression of *Agrp, Npy and Cdkn1a* in the ARC was markedly repressed in Zj7-treated mice compared to vehicle-treated mice, whereas the expression of the growth hormone-releasing hormone (*Ghrh*) in the ARC was not affected (Fig. 6A). IHC analysis showed that the numbers of OTP^+^-, pro-opiomelanocortin (POMC)^+^- and TH^+^-neurons were unaffected by Zj7 injection, suggesting that there were no issues with neuronal survival in the ARC (Fig. 6B).

**Figure 6:**
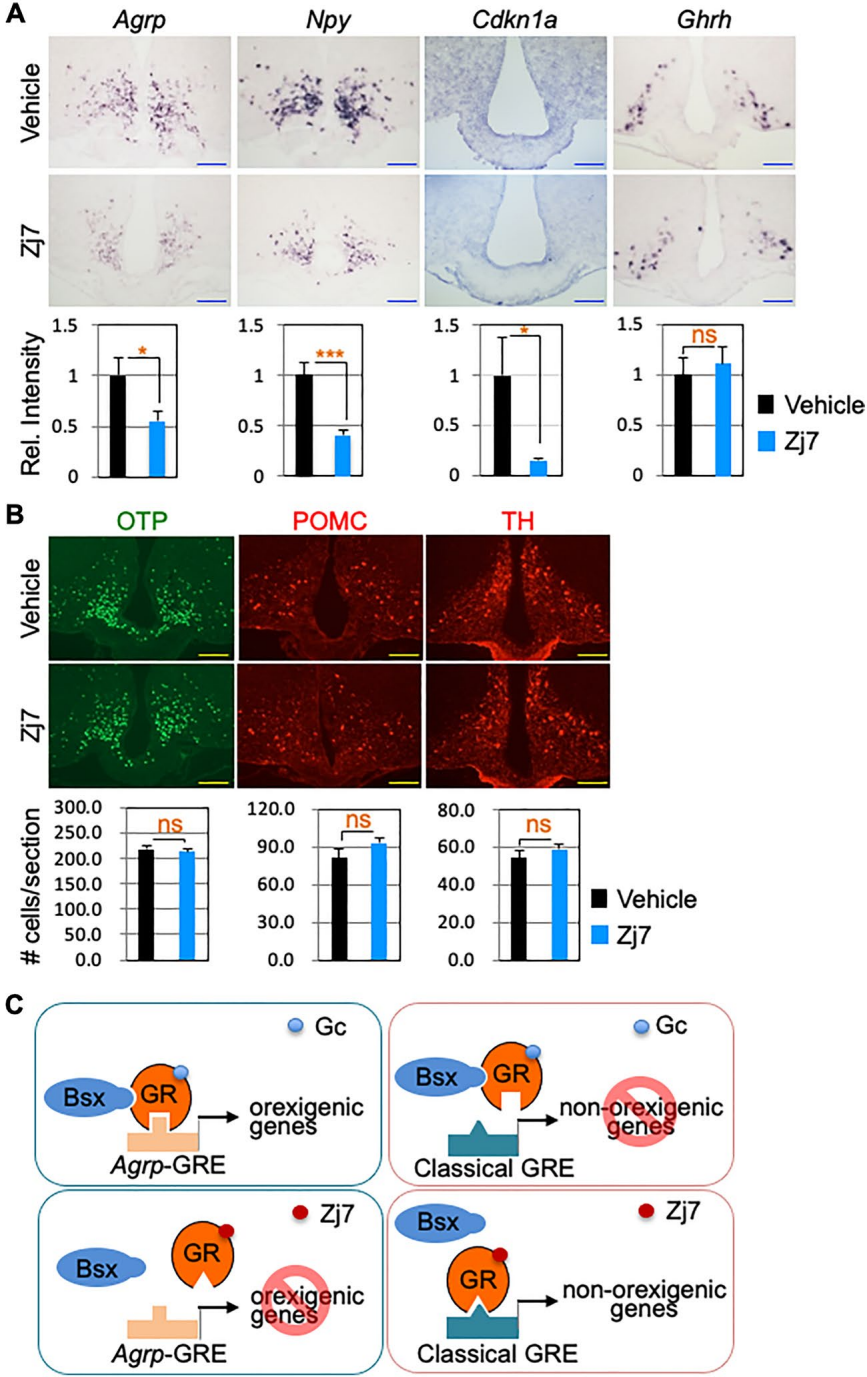
Suppression of orexigenic gene expression by Zj7 in hypothalamic ARC of DIO mice. Twelve-week-HFD-fed obese mice were subjected to a two-week treatment with the vehicle or Zj7 (50 mg/kg) (daily, i.p.). (**A**) In situ hybridization (ISH) results showed that the expression of *Agrp*, *Npy* and *Cdkn1a,* but not *Ghrh*, is significantly downregulated by Zj7 treatment (vehicle, n = 7; Zj7, n = 6). (**B**) Immunofluorescence images of OTP, POMC and TH (vehicle, n = 7; Zj7, n = 6). Representative images are shown. Quantification was based on the relative intensity of ISH signals or by counting the number of labelled cells using ImageJ in three rostral to caudal sections for each mouse. Data are expressed as mean ± SEM. Statistical differences were determined by Student’s t-test; *p < 0.05, ***p < 0.001, and ‘ns’ indicates not significant. Scale bars: 100 μm. (**C**) The working model for the selective action of Zj7. Zj7 impinges on the orexigenic action of GR by modulating the association of GR and Bsx and preventing the recruitment of GR to *Agrp*-GRE but not to classical GRE.

## Discussion

In this report, we set out to identify small molecules that selectively suppress the transcriptional activity of GC/GR/Bsx in *Agrp*-GRE but not in classical GREs. Zj7, a novel natural steroidal compound, shows a significant and selective inhibition of *Agrp*-GRE transactivation without affecting the well-characterized classical GRE associated with either the promoter in *MMTV* or *MT1* gene. In DIO animal models, Zj7 suppresses food intake and increases energy expenditure, resulting in significant weight loss. RNA-seq analysis revealed that Zj7 represses the expression of a group of orexigenic genes induced by the synthetic GR ligand, Dex, in the hypothalamic ARC. Overall, our study shows that SGRMs that affect the activities of *Agrp*-GRE and similar GREs associated with other orexigenic genes provide a potential therapeutic approach to treat obesity.

Importantly, we provide the molecular basis for how Zj7 selectively regulates GR targets. Zj7 affects the expression of the orexigenic neuropeptides *Agrp*, *Npy* and other metabolic GR target genes, at least in part by targeting the unique nature of the *Agrp*-GRE sequence and the interactions between GR and Bsx. Our model suggests that Bsx interacts with GC-bound GR that recognizes *Agrp*-GRE in orexigenic genes, whereas this complex is unable to bind classical GRE in non-orexigenic genes. Zj7 selectively targets GR bound to the *Agrp*-GRE sequence, blocking the interaction between Bsx and GR and altering the structure of GR so that it does not recognize *Agrp*-GRE in orexigenic genes, but still occupies the classical GRE in non-orexigenic genes (Fig. 6C). These results further support our previous report indicating the importance of Bsx and *Agrp*-GRE in the induction of *Agrp* expression, and also lead to the discovery of a new SGRM acting on the orexigenic action of GR.

In particular, we have characterized the selectivity of Zj7, and luciferase reporter assays clearly show that Zj7 selectively antagonizes the action of GC in *Agrp*-GRE, but not in other classical GREs such as *MMTV*-GRE or *MT1*-GRE, whereas the classical GR antagonist RU486 inhibits both *Agrp*-GRE and classical GRE in *MMTV*, as expected (Fig. 1C–J). As for the unique mode of action of Zj7 in GR regulation, distinct from that of Dex or RU486, we have shown that Zj7 inhibits the interaction between Bsx and GR in hypothalamic tissues as well as in HEK293T cells overexpressing GR and Bsx (Fig. 2A and B). These results suggest that Zj7 may bind to the specific binding surface between GR and Bsx rather than to the ligand-binding domain of GR. However, Zj7 also suppressed the transcriptional activity of GR in *Agrp*-GRE without Bsx, raising another possibility for the action of Zj7 on the regulation of GR activity. Interestingly, the recruitment of GR by Dex to *Agrp*-GRE and *Per1*-GRE was significantly downregulated by Zj7, while the binding of GR to *MT1*-GRE was even enhanced by Zj7 (Fig. 2C). This result suggests the involvement of the unique GRE sequence itself in *Agrp*-GRE, which may induce the structural change of GR that is negatively affected by Zj7. To fully understand the molecular mechanism of how Zj7 regulates the GR activity in different GREs, further studies such as binding assays and molecular dynamic simulation analysis are required.

Primary reduction of food intake and consequent body weight loss of Zj7-treated DIO mice resulted in decreased fat content and restored leptin levels to normal (Fig. 3). More interestingly, Zj7 treatment in DIO mice fasted for sixteen hours suppressed the compulsive eating behavior after re-feeding (Fig. 3G), indicating that Zj7 has a potent anorexigenic effect. Consistent with our results, *Bsx* mutant mice showed reduced rebound hyperphagia after fasting^17^. In addition, Zj7 also improves glucose homeostasis in DIO mice (Fig. 4A and B). One definite molecular mechanism of how Zj7 exerts its anorexigenic action in DIO mice or *db/db* mice may be attributed to its suppressive effect on the expression of AgRP, NPY and other orexigenic genes and possibly FoxO signaling pathway genes (Figs. 5 and 6). It is interesting to note that there are different responses in food intake and body weight observed between DIO mice injected with Zj7, compared to *db/db* mice, which can be attributed to genetic factor. *Db/db* mice have high levels of leptin but are leptin resistant due to mutations in the gene encoding the leptin receptor, and exhibit metabolic problems including low body temperature at environmental temperatures and marked tolerance to cold^20,21^. We found that DIO mice treated with Zj7 increased thermogenic energy expenditure, suggesting that Zj7 potentiates leptin action in DIO mice.

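In the ARC, known GR targets that rose with Dex also stood above vehicle when Zj7 was given with Dex. Relative to vehicle, Dex+Zj7 raised *Plin4* by 2.56 on the log2 scale, *Fkbp5* by 1.70 (SE 0.13, adjusted p = 6.78e-04 from edgeR's quasi-likelihood test), *Sult1a1* by 1.55 and *Fam107a* by 0.79. Relative to Dex alone the same genes were at −0.23, −0.19, 0.02 and −0.07, and with a library left out at −0.57 to 0.0330, −0.41 to −0.00320, −0.0431 to 0.0910 and −0.11 to −0.0318. Of the 28 glucocorticoid-induced genes, a list made without these data, 18 were higher and 1 was lower than vehicle with Dex+Zj7 (20 and 2 when adjusted over the list alone). Their median was 0.63 (adjusted p = 1.18e-09 from camera, adjusted p = 0.398 with an estimated correlation). Between Dex+Zj7 and Dex none of the 28 passed edgeR's quasi-likelihood test, with 6 lower at an unadjusted p under 0.05, 2 lower when adjusted over the list alone, 1 called by DESeq2, 1 by edgeR's exact test and 0 by limma-voom. The median in that comparison was −0.14 (adjusted p = 3.98e-04 from camera, adjusted p = 0.556 with an estimated correlation, adjusted p = 0.464 from fry). That call rests on Dex+Zj7 replicate 2, by a list test added after the data were seen, without which the median was −0.0068 and the adjusted p 0.766. *Nr3c1*, the gene of GR itself, was at 0.03 with Dex (−0.03 without Vehicle replicate 2) and −0.09 with Dex+Zj7 relative to Dex (−0.15 to −0.0322 with a library left out). It is 1 of 9 stress axis and magnocellular genes, of which the oxytocin gene *Oxt* was higher with Dex (0.51) and with Dex+Zj7 (0.86) than with vehicle (2 genes in each comparison when adjusted over the list alone). The *Oxt* call for Dex was lost without any one of the vehicle or Dex libraries (adjusted p of 0.0530 to 0.217), and that for Dex+Zj7 without Vehicle replicate 2 (0.0566) or Dex+Zj7 replicate 1 (0.0503). The list did not pass (medians of 0.05 and −0.04, adjusted p of 0.558 and 0.716 from camera).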

Our systematic genome-wide analysis of transcriptional changes with or without Zj7 treatment in the mouse hypothalamus provided more putative target genes of GR to induce obesity. It is interesting to note that some genes, such as cyclin-dependent kinase inhibitor p21 (*Cdkn1a*), serum/glucocorticoid regulated kinase 1 and 3 (*Sgk1* and *Sgk3*) have previously been shown to be upregulated by stress hormones, corticosterone, and food restriction^22^. To investigate whether the genes identified from our RNA-seq could be direct targets of GR and have GREs similar to that of *Agrp*-GRE, we examined the reported chromatin immunoprecipitation sequencing (ChIP-seq) peaks for GR in mouse mammary adenocarcinoma cells^23^, as genome-wide ChIP-seq results for GR in hypothalamus have not yet been reported. Among the independently validated genes by qRT-PCR (Fig. 5E), *Cdkn1a, Sgk1, Nfkbia* and *Bcl6* had ChIP-seq peaks for GR. Strikingly, we found that *Cdkn1a* had a GRE similar to *Agrp*-GRE (Supplementary Figure S1). These results suggest that there are additional putative common target genes of GR and Bsx that contain the unique feature of *Agrp*-GRE, possibly in the orexigenic pathway, and thus Zj7 may have a broader impact in controlling energy balance.

Many centrally acting anti-obesity drugs suppress appetite, although their exact mechanisms of action are not well characterized. However, unwanted side effects limit their use as anti-obesity drugs^24,25^. This problem extends to GR antagonists, although their anti-obesity effects are relatively well documented. For example, the GR antagonist RU486 has been shown to reduce body weight gain and fat mass in *db/db* mice or *fa/fa* Zucker rats^26–31^. Recently, RU486, together with a PTP1b inhibitor, has been shown to promote weight loss and improve glucose homeostasis in obese mice^32^. CORT125281, a selective GR antagonist, also reduced body weight gain and fat mass, but was found to increase liver lipid accumulation^33^. GR antagonism with RU486 has favorable metabolic effects on body weight and fat mass, but is likely to cause side effects by inhibiting PR and AR transcriptional activity, while the use of CORT125281 may be limited due to adverse steatosis–inducing effects in mice. The observed increase in sucrose consumption despite the administration of the anorexigenic molecule Zj7 raises intriguing questions and warrants careful consideration. The effects of Zj7 on sucrose consumption may be context-dependent. For example, it could affect retrieval processes or alter the perception of the conditioned taste aversion test specifically, rather than exerting a general effect on appetite suppression. Further experiments, including detailed molecular and neural pathway analyses, may be required to understand the seemingly paradoxical effect of Zj7 on sucrose consumption. In addition, exploring the temporal dynamics of Zj7 effects and its specificity in different behavioral paradigms may contribute to a more comprehensive understanding of its impact on food intake behaviors. Further studies dissecting the interaction interfaces between Bsx and GR bound to *Agrp*-GRE and elucidating the structure of GR bound to Zj7 would facilitate our understanding of how Zj7 modulates the activity of GR in orexigenic gene expression and acts differently from other GR modulators.

In summary, by combining biochemical analysis, pharmacological approaches, and mouse models, we have demonstrated that Zj7 has a potent anti-obesity effect via its ability to suppress GR transcriptional activity in inducing *Agrp, Npy* and other orexigenic gene expression and to reduce feeding and body weight. If Zj7 shows anti-obesity activity in humans as it does in mouse models, targeting the selective GR action is likely to be a very promising strategy for the treatment of metabolic disorders.

## Materials and methods

### Luciferase reporter assays

HEK293T cells were maintained in Dulbecco’s modified essential medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and penicillin/streptomycin. Cells were seeded into 48-well plates and incubated for 24 h, and transient transfections were performed with SuperFect (#301305; Qiagen). An actin promoter β-galactosidase plasmid was cotransfected to normalize the transfection efficiency. Zj7 (10–50 μM), RU486 (10–50 μM) and Dexamethasone (Dex) (100 nM) were treated for 18–20 h with DMEM supplemented with 10% charcoal stripped FBS. Cell extracts were analyzed for luciferase activity and values were normalized with β-galactosidase activity. Data are presented as means of duplicate values from represented experiments. Luciferase reporter assays were independently repeated at least three times. Data were shown in relative luciferase units (mean ± SD). The plant collection and use were in accordance with all the relevant guidelines.

### Mouse work

All mice were maintained on a normal 12 h light, 12 h dark cycle with ad libitum access to food and water, unless otherwise specified. For acute test of Zj7, 10-week-old C57BL/6 male mice were injected intraperitoneally (i.p) with Zj7 (50 mg/kg) or vehicle (corn oil) then fasted for 12 h. For test of Zj7 in DIO mice, 10-week-old C57BL/6 mice were fed high fat diet (TD.88137 42% from fat HFD; Envigo) for 12 weeks and then mice were i.p injected with Zj7 (50 mg/kg) or vehicle (corn oil) for 2 weeks 90 min before dark cycle. The 6-week-old male *db/db* mice were purchased from the Jackson Laboratory. Mice carrying the homozygous mutation for spontaneous diabetes (*Lepr*^*db*^) show marked obesity at 3–4 weeks of age. For test of Zj7 in *db/db* mice, mice were injected i.p. with Zj7 (50 mg/kg) or vehicle (corn oil) for 16 days. The mice used in the experiments were sacrificed by CO_2_ inhalation. The mice were maintained according to the guidelines of Seoul National University Animal Experiment Ethics Committee. All animal experiments were performed after receiving approval of the Institutional Animal Care and Use Committee of the Institute of Laboratory Animal Resources, Seoul National University (Institutional Animal Care and Use Committee permit number: SNU-170704-7-6). All experiments were carried out in accordance with the ARRIVE guidelines and regulations.

### Elevated plus maze test

The elevated plus maze test was performed after 20 h of vehicle (corn oil) or Zj7 (50 mg/kg) injection in lean mice fed normal chow diet. The elevated plus maze consisted of two black open arms without walls and two black closed arms with walls (30 cm long, 5 cm wide, 40 cm high). Mice were placed in the central quadrant with their backs to an open arm. The ANY-maze video tracking system (Anilab) was used to monitor and analyze the time the mice spent in the open and closed arms and their entries into these arms for 10-min session. Anxiety levels were assessed based on reduced entries into the open arms and reduced time spent in these areas.

### Conditioned taste aversion test

The lean mice fed normal chow diet designated for the conditioned taste aversion (CTA) experiment were water deprived and subjected to a schedule of daily access to water from a bottle for 20 min to establish baseline water consumption. After a 4-day baseline period, the CTA acquisition phase was initiated. On day 5, mice were exposed to a 0.1% sucrose solution for 20 min, and 30 min later they were injected i.p. with vehicle (corn oil) or Zj7 (50 mg/kg). The following day, during the memory retrieval test, all mice were again given access to a 0.1% sucrose solution for 20 min to evaluate the taste aversion. Sucrose consumption during the retrieval test compared to sucrose consumption during the acquisition test was used as a measure of CTA strength.

### Metabolic chamber and body composition measurements

All mice were acclimated to the metabolic cage for two days, and metabolic parameters and locomotor activity were measured for 48 h using Phenomaster (TSE system, Germany). The bar graph represents the average of 48 hourly observations for each of the vehicle-injected and Zj7-injected groups. Body composition was measured using Minispec LF50 (Bruker, Germany) at the Korea Mouse Phenotyping Center (KMPC), Seoul National University.

### Glucose tolerance test (GTT) and insulin tolerance test (ITT)

For GTT, mice were fasted for 16 h during the dark cycle before intraperitoneal injection of D-glucose in distilled water solution (2.5 g/kg). Blood glucose levels were measured from the tail vein at 30, 60, 90 and 120 min after glucose injection. For ITT, mice were fasted for 4 h during the light cycle. Insulin (0.75 U/kg) was intraperitoneally administered. Blood glucose levels were measured at 30, 60, 90 and 120 min after insulin injection.

### RNA-seq experiments

10 weeks old male mice were IP injected with vehicle, Dex (10 mg/kg), or Dex + Zj7 (50 mg/kg) for 24 h. Hypothalamic ARC regions were dissected and total RNA was isolated using TRIzol (Invitrogen). RNA samples were treated with DNase (Invitrogen) and then purified using RNeasy mini kit (Qiagen). The integrity of the RNA was validated by bioanalyzer. RNAseq libraries were generated according to the TruSeq Stranded mRNA sample preparation guide (Part # 15,031,047 Rev. E). The RNAseq libraries were verified by bioanalyzer and real-time RT-PCR. To sequence the RNA-seq libraries, Illumina HiSeq 2000 was used.

### RNA-seq data analysis

Preprocessing for raw reads was performed to remove low-quality reads and artifacts such as adapter sequences, contaminant DNA, and PCR duplicates. The retained reads were mapped against the USCS mouse reference genome (mm10) using Bowtie2 (version 2.3.4.1) and HISAT2 (version 2.1.0) to generate aligned reads^34^. The mapped reads were assembled using the StringTie (version 2.1.3b) to identify potential transcripts^35^. After assembly, quality check and normalization were conducted to minimize systematic bias for statistical analysis. Genes with a count value of 0 in at least one sample were excluded from the analysis. 

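Across the 21461 genes, Pearson's r of log2 CPM between the libraries of a group was 0.9946 for vehicle, 0.9933 for Dex and 0.9944 for Dex+Zj7. On the log2 scale of the authors' FPKM values plus 1 it was 0.9975, 0.9965 and 0.9975. These are correlations across genes, which are not independent replicates. Vehicle and Dex libraries had r of 0.9863 to 0.9878, below those within a group. Dex replicate 2 and Dex+Zj7 replicate 1 had r of 0.9942, above that between the Dex replicates. The counts of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 6.84 for vehicle, 14.9 for Dex and 8.27 for Dex+Zj7, so no library was taken for a copy of another. *Pomc*, at 28.0 and 131 CPM, and the dopamine transporter gene *Slc6a3*, at 5.97 and 21.2 CPM, are genes of arcuate neurons that differed between the vehicle replicates. *Vip*, the gene of vasoactive intestinal peptide, was at 1.58 and 5.99 CPM in the Dex replicates, and *Cdkn1a* at 82.9 and 50.1 CPM in the Dex+Zj7 replicates.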

The degree of similarity between samples in each group was examined using Pearson’s coefficient for each sample to confirm the reproducibility of repeated samples. The expression levels of transcripts were estimated from the read count and FPKM (Fragments Per Kilobase of transcript per Million mapped reads) normalized values. The differentially expressed genes (DEGs) with log_2_ fold change (FC) ≥ 1.5 (*p* < 0.05) were determined by edgeR package. The DEGs were then used for downstream analyses including hierarchical clustering analysis and functional analysis. Functional analysis of DEGs was performed using Ingenuity Pathway Analysis (IPA) and DAVID^36^.

### RNA isolation and quantitative RT-PCR

Total RNA was isolated from hypothalamic ARC, and brown adipose tissue with Trizol, and converted to cDNA using SuperScriptIII (Invitrogen). Quantitative RT-PCR was conducted with by SYBR based real-time PCR assay (TOPreal™ qPCR 2 × PreMIX SYBR with high ROX; Enzynomics™). The relative gene expression values were normalized to *Cyclophilin A* by comparative Ct method. Relative expression levels were calculated from three separate experimental replicates. The following primers were used for qPCR: mouse *Agrp*, 5’- CCC AGG TCT AAG TCT GAA TGG C, 5′-TTC TGT GGA TCT AGC ACC TCC G, *Nfkbia*, 5′-AGG ACG AGG AGT ACG AGC AA, 5′-AAG CCA AGT GGA GTG GAG T, *Ptpn11*, 5′-AAG TAC CCG CTG AAC TGT GC, 5′-AAT GCT CCA CCA GGT CTG TC, *Npy*, 5′-ACT CCG CTC TGC GAC ACT ACA T, 5′-GCG TTT TCT GTG CTT TCC TTC A, *Bcl6*, 5′-AGC CGG CTC AAT AAT CTC GT, 5′-TTG CAG AAG AAG GTC CCA TT, *Cdkn1a*, 5′-GTC CAA TCC TGG TGA TGT CC, 5′-CAG GGC AGA GGA AGT ACT GG, *Sgk1*, 5′-ACG CAG CTG AAA TAG CCA GT, 5′-TAC GGC TGC TTA TGG AGG AC, *Sgk3*, 5′-AAT GGA CAG CCC AAG ACA TC, 5′-CAA AGC TGC CCT TTC CAA TA, *Ucp1*, 5′-CAC CTT CCC GCT GGA CAC T, 5′-CCC TAG GAC ACC TTT ATA CCT AAT GG, *Ucp2*, 5′-ACC ATT GCA CGA GAG GAA GG, 5′-TCT TGA CCA CAT CAA CGG GG, *β3-AR*, 5′-GCT CCG TGG CCT CAC GAG AA, 5′-CCC AAC GGC CAG TGG CCA GTC AGC G, *Dio2*, 5′-AAT TAT GCC TCG GAG AAG ACC G, 5′-GGC AGT TGC CTA GTG AAA GGT, *Prdm16*, 5′-TGA GCC CCA AGG AGT CTA TG, 5′-GCG TGG AGA GGA GTG TCT TC and *Cyclophilin A,* 5′-GTC TCC TTC GAG CTG TTT GC, 5′-GAT GCC AGG ACC TGT ATG CT.

### Immunohistochemistry and in situ hybridization assays

Before performing standard perfusion with PBS and 4% PFA, mice were injected with Avertin intraperitoneally, and then fixed in 4% PFA o/n at 4 °C. Immunohistochemistry was carried out by incubating brain slices with antibodies against OTP (Homemade; 1:2000; DOI: https://doi.org/10.1038/s41467-018-04377-4), POMC (H-029-30; Phoenix Pharmaceutical, 1:2000) and TH (ab-152; Merk Millipore, 1:2000) in blocking buffer o/n at 4 °C. Slides were washed with PBST and incubated with secondary antibodies conjugated with fluorescence followed by staining with DAPI. Brown adipose tissue for IHC was fixed in 10% formalin and embedded in paraffin. Paraffin blocks were sectioned using a microtome at a thickness of 5 µm per section. After paraffin was removed with xylene, IHC was performed by incubating brown adipose tissue sections with antibodies against UCP1 (UCP11-A, Alpha Diagnostics, 1:1000) and TH (ab-152; Merk Millipore, 1:2000) in blocking buffer o/n at 4 °C. Slides were washed with PBST and incubated with fluorescence-conjugated secondary antibodies followed by DAPI staining. In situ hybridization was performed according to the protocol. Basically, indicated RNA probes were incubated at 68 °C overnight. After hybridization, slides were incubated in washing buffer (50% formamide, 1 × SSC solution and 0.1% Tween20) for 1 h, blocked in MABT buffer + 4% BSA for 1 h, and incubated with an anti-digoxigenin-AP antibody (11093274910 Roche, 1:5000) in MABT buffer + 2% BSA. The next day, the color reaction was performed with NBP/BCIP after washing with MABT buffer.

### In vivo* GST pull-down, co-immunoprecipitation and immunoblotting*

Mouse Bsx was cloned to GST-tagged pEBG vector and rat glucocorticoid receptor full length was cloned to myc-tagged pCS2 vector. Plasmids were transfected to HEK293T cells by calcium phosphate method. Cells were lysed in tissue lysis buffer (200 mM NaF, 20 mM Na-pyroPO4, 200 mM Tris–HCL, pH 8.0; 150 mM NaCl; 4 mM Na_3_VO_4_; 1 mM EDTA, pH8.0; 0.5% NP-40; 10% Glycerol; 2 mM PMSF) and the lysate was subjected to GST pulled down using Glutathione Sepharose 4B (#17075601; GE Healthcare Life Science) by overnight incubation at 4 °C. 10-week-old male mice were injected with either vehicle, Dex (10 mg/kg), or Dex (10 mg/kg) + Zj7 (50 mg/kg) for 2 h and then dissected hypothalamic tissues were lysed in lysis buffer, followed by immunoprecipitation with anti-Bsx antibody. Beads were then dissolved in SDS loading buffer by boiling at 100 °C for five minutes and proteins were separated on sodium dodecyl sulfate poly acrylamide (SDS-PAGE) gels, and transferred to nitrocellulose blotting membrane (Amersham™ Protran™ 02. μm NC, #10600001; GE Healthcare Life science). The membranes were blocked and incubated with primary antibodies against myc (Millipore; 1:5000), GST (sc-138; Santa cruz, 1:5000), GR (Santa Cruz; 1:1000), and Bsx (gift from Dr. Jae W. Lee, 1:5000) o/n. Next day, the membranes were incubated with secondary antibodies, and developed using ECL solution (Clarity Max western ECL substrate, #170562; BIO-RAD).

### Chromatin immunoprecipitation assay

ChIP assays with mHypoA-2/12 cells were performed as described^37^. mHypoA-2/12 cells were maintained in DMEM media with 10% FBS. For ChIP, cells were seeded in 10-cm dishes, treated with vehicle, Dex (0.1 μM) and Zj7 (50 μM) for 2 h before harvest. The antibodies used for ChIP assays were rabbit α-IgG antibody (Santa Cruz) and α-GR antibody (Santa Cruz). The following primers were used for ChIP-PCR; *Agrp*-GRE, forward: 5′-GGC AGA GAC CTG ACA ACA CA, reverse: 5′-ACG CCC CCT TTC TAC CTA AG; *Per1*-GRE, forward: 5′-CTC GGG AGT CCA TGG GTT T, reverse: 5′-CTA GCG CTG AGA ACA GGA TGT TC; *Untr6*, forward: 5′-TCA GGC ATG AAC CAC CAT AC, reverse, 5′-AAC ATC CAC ACG TCC AGT GA.

### Statistical analysis

Data are presented as means ± s.e.m. Statistical differences were determined by Student t test, one-way analysis of variance (ANOVA) followed by Tukey’s test and two-way analysis of variance (ANOVA) followed by Bonferroni’s post hoc test using Prism 9 (GraphPad Software, La Jolla, CA) software. Statistical significance is expressed based on *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and ns is not significant (*p* > 0.05).

### Supplementary Information

Supplementary Figures.

## Data Availability

Datasets analyzed during the current research will be available from corresponding author on reasonable request. RNA sequencing data used in this study is available in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/; accession number: GSE260739).

# Supplementary material for: Characterization of a new selective glucocorticoid receptor modulator with anorexigenic activity
**Source:** Sci Rep. 2024 Apr 3;14:7844. doi: 10.1038/s41598-024-58546-1
**Supplement:** Supplementary file 1 — Supplementary Figures.

Supplementary information

Characterization of a new selective glucocorticoid receptor modulator with anorexigenic activity

Junekyoung Lee^{1#}, Yeonghun Song^{1#}, Young A. Kim¹, Intae Kim¹, Jooseon Cha¹, Su Won Lee¹, Yoonae Ko¹, Chong-Su Kim², Sanghee Kim^{1*} and Seunghee Lee^{1*}

	* * *		*****	
CCAG	GGAACAGTT	CGTTCT	GTTTC	<i>Agrp</i> -GRE
CTAG	GGAACATCGT	GTTCTCT	TTGG	<i>Per1</i> -GRE
CCTG	GGAACATACT	GTGCC	CGCCA	<i>Cdkn1a</i> -GRE
	GGTACANNNT	GTTCT		consensus GRE
TTTG	GTTACAAACT	GTTCT	TAAAA	<i>MMTV</i> -GRE
TAAC	AGGACAGGCT	GTCCT	CGCAG	<i>MT1</i> -GRE

Supplementary Figure S1. Sequences of *Agrp*-GRE, *Per1*-GRE, and *Cdkn1a*-GRE as well as other conventional GREs including *MMTV*-GRE and *MT1*-GRE. The unique sequences in *Agrp*-GRE and *Agrp*-GRE-like motifs are indicated with an asterisk.

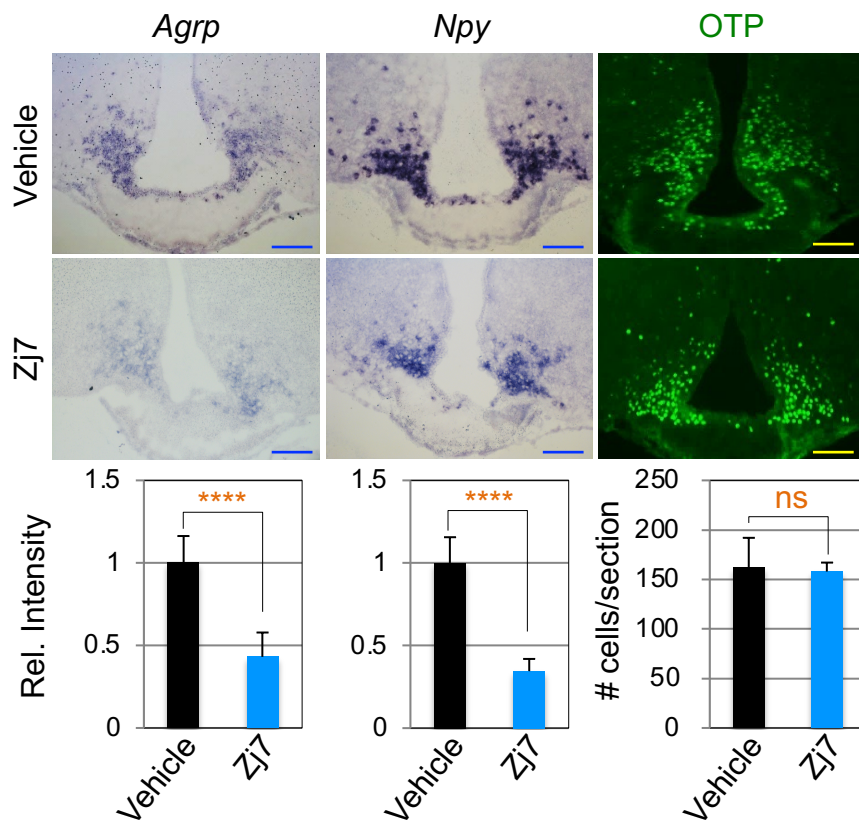

Supplementary Figure S2. *In vivo* evidence of Zj7 in suppressing fasting-induced AgRP expression. In situ hybridizations for *Agrp* and *Npy* were performed with serial sections of the ARC region of lean mice (n=4 in each group) intraperitoneally injected with either vehicle or Zj7 (50 mg/kg) for 12 hours during fasting. Immunohistochemistry assay with anti-OTP antibody labeled AgRP neurons and showed no neuronal cell fate change or cell death by Zj7. Representative images are shown. Quantifications were done by the relative intensity of signals or counting the number of labeled cells using ImageJ in three rostral to caudal sections for each mouse. Data are mean $\pm$ SD. Statistical differences were determined by Student's t-test; ****p < 0.0001, and 'ns' indicates not significant. Scale bars: 100 mm.

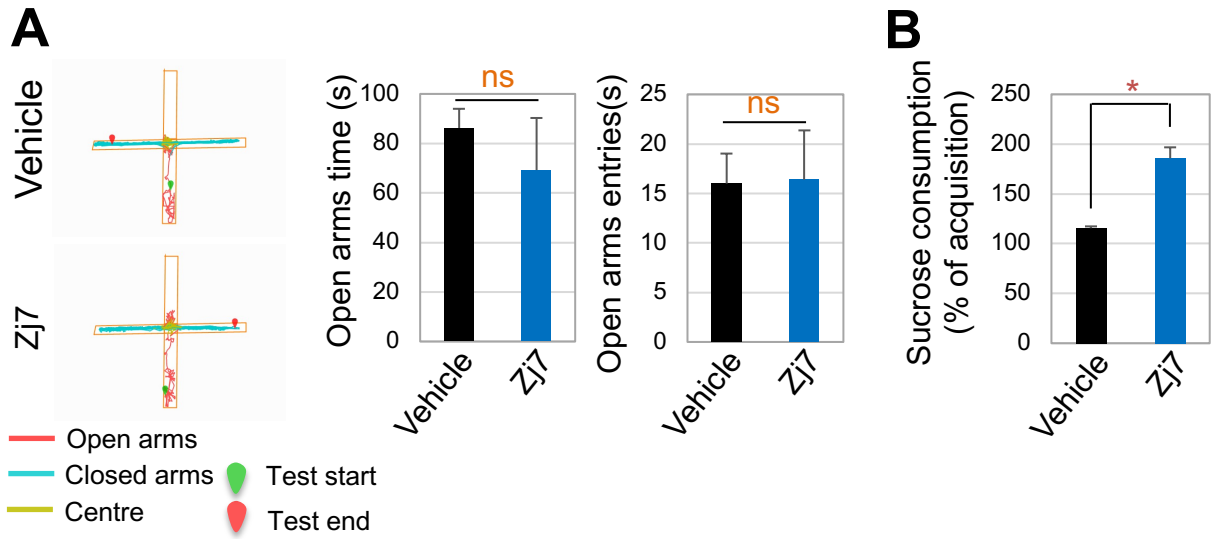

Supplementary Figure S3. (A) Elevated Plus Maze (EPM) test. The EPM test was performed. Lean mice (n=5 in each group) were intraperitoneally injected with either vehicle or Zj7 (50 mg/kg). The elevated plus maze made of plastic and consisted of two black open arms without walls and two black enclosed arms with walls (30-cm long, 5-cm wide, 40-cm high). The maze was placed 60 cm above the floor and mice were introduced into the center quadrant with their back facing an open arm. The ANY-maze video tracking system (Anilab) was used to track and analyze the time of mice spent in the open arms and their entries into the open arms throughout a 10-min session. Anxiety was evaluated by fewer movements into the open arms and less time spent there. (B) Conditioned Taste Aversion (CTA) test. Lean mice were injected with vehicle or Zj7 (50mg/kg) after the first 0.1% sucrose consumption on the acquisition test day. The initial water consumption baseline of each animal was similar. The percentage of sucrose consumption on the retrieval test day was increased in the Zj7-injected lean mouse group (n=6) compared to the vehicle-injected group (n=6). Data are mean $\pm$ SD. Statistical differences were determined by Student's t-test; * $p < 0.05$, and 'ns' indicates not significant.

Fig 2A

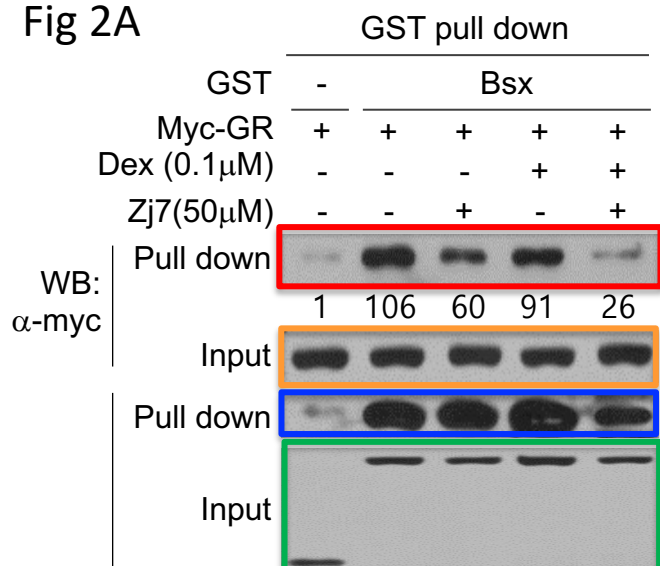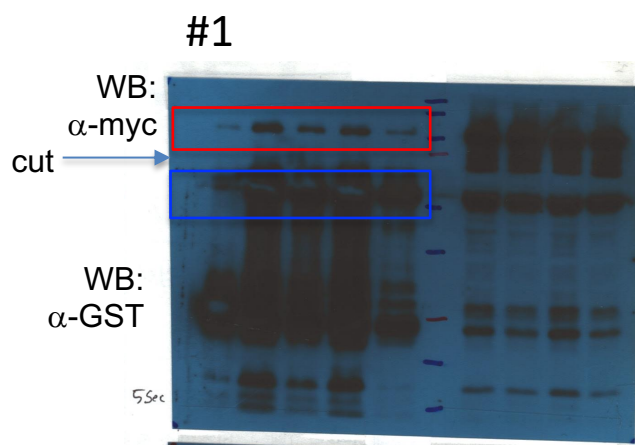

#2

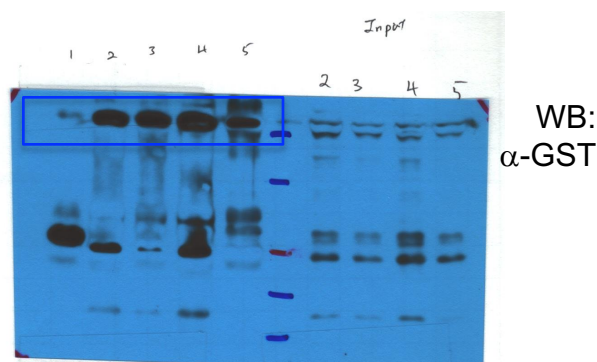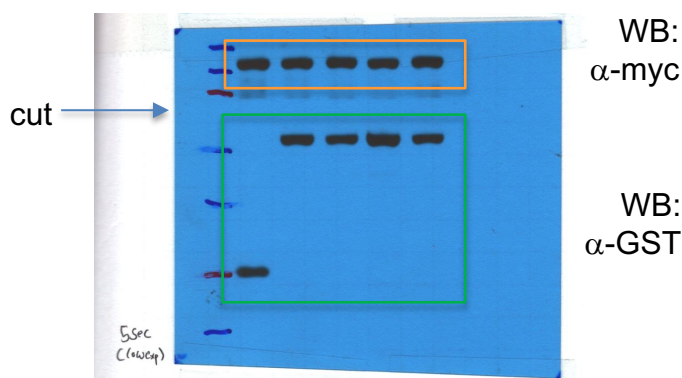

Supplementary Figure S4. Full-length blots of GST-Bsx and Myc-GR in the GST pull-down assay (shown as cropped images in Figure 2A). The nitrocellulose membrane was cut into a small piece after gel transfer for myc-GR and GST-Bsx. Although the membrane was exposed to the film for only 5 seconds, the GST signal was too strong in the pull-down sample (#1 blot), so we reprobed only the lower part of the nitrocellulose membrane and performed a Western blot with anti-GST antibody to get the clear GST signal in the pull-down samples (#2 blot)

Fig 2B

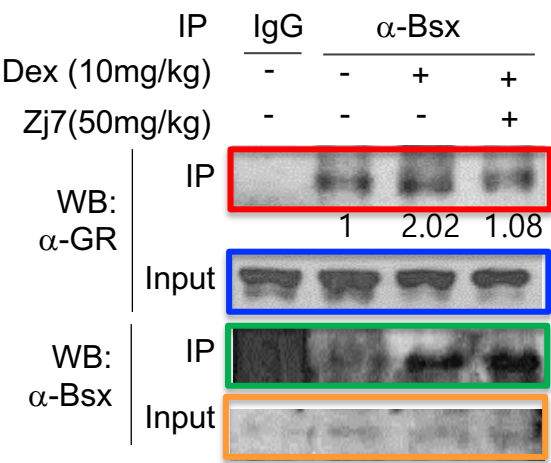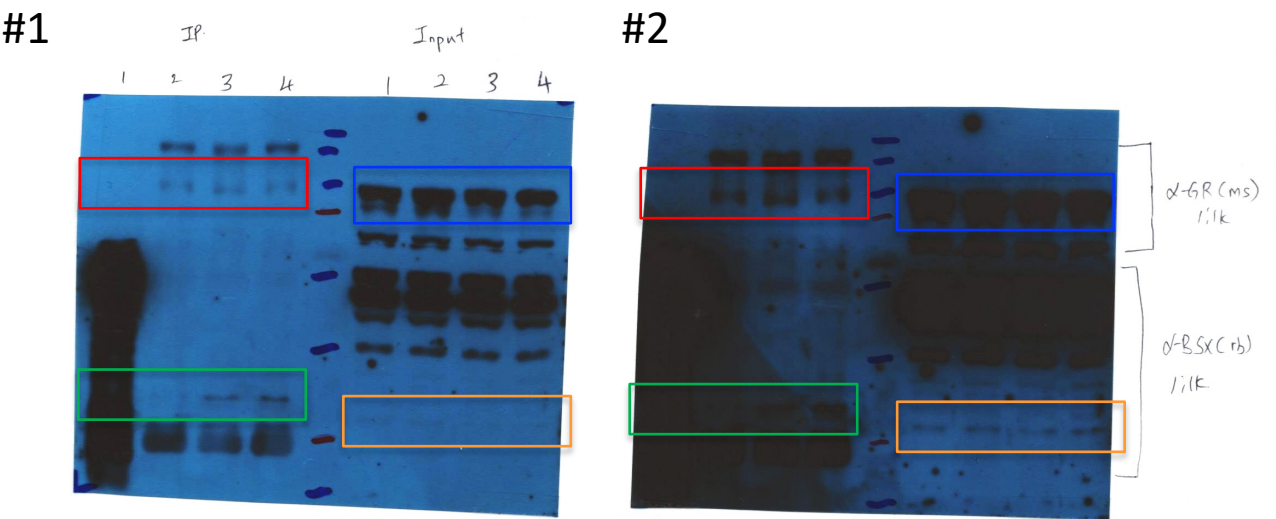

Supplementary Figure S5. Full-length blots of coimmunoprecipitation of GR and Bsx using mouse hypothalamus tissue (shown as cropped images in Figure 2B). After gel transfer, the nitrocellulose membrane was cut into a small piece for GR and Bsx. Blot #1 was exposed to the film for 3 minutes and blot #2 for 7 minutes.

How the deposited data were processed for this re-analysis (not part of the article)

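Tissue of the hypothalamic ARC from 10-week-old male mice was sequenced 24 h after vehicle, Dex (10 mg/kg) or Dex (10 mg/kg) with Zj7 (50 mg/kg), with 2 libraries in each of the 3 groups. Groups and replicate numbers were taken from the sample labels and the paper. The experiments of the paper in cells, the metabolic measurements and the quantitative RT-PCR were not analysed here.
The authors removed low-quality reads and artifacts such as adapters, mapped the others to mm10 with Bowtie2 2.3.4.1 and HISAT2 2.1.0, assembled transcripts with StringTie 2.1.3b and deposited 1 table of the whole series. The read counts the authors deposited are whole numbers for each gene and library, not normalized, and the smallest is 1 in each library because genes at 0 in any library had been taken out. That filter was applied before deposit, so a gene silent in 1 group is not among the 21461 genes and no change to or from 0 can be seen. The authors also deposited FPKM values, which were used here only for correlations between libraries. A set of normalized columns on a log2 scale was deposited as well, and their values equal the log2 of a CPM of a scaled library plus 1. These columns entered no test. For each comparison the authors deposited a fold change, written as a signed score in which a fall is minus the inverse ratio, with a p-value and a Benjamini-Hochberg adjusted p-value from edgeR. The paper's text does not name which of edgeR's tests gave them. These values are printed only in the closing section, as those of the authors' deposited table. The 6 columns of TPM values were not used here. Gene positions come from the RefSeq gene table of GRCm38.p6, the assembly behind mm10, matched by NCBI gene ID for 21404 of the 21461 genes.
From the counts, levels were computed as CPM of TMM-scaled libraries and tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in a single fit of the 6 libraries with no covariate. No further filter was applied. P-values were adjusted by Benjamini-Hochberg over all 21461 genes for each comparison, and calls were made under 0.05. Standard errors were derived from the test, as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, a preset correlation of 0.01, and adjustment over the 90 tests of 30 lists in 3 comparisons. Pathway lists among the genes raised by Dex and lower with Dex+Zj7, or the reverse, were tested with one-sided Fisher's exact tests, which take genes as independent. Chance counts came from 50 sets of negative binomial counts drawn from the fitted means and dispersions.
At 50704789 to 61122938 counts per library, counting error is small for most genes and the spread between the 2 libraries of a group sets the precision. The quasi-likelihood test was tested on counts simulated for Dex against vehicle with 200 genes changed among the 21461, where it made 16 false calls. The 200 genes were drawn from those with a mean of at least 1 CPM. There edgeR's exact test made 40 false calls, DESeq2 20 and limma-voom 12. On the same simulated counts camera called the 1 changed list and 0 of 30 unchanged lists.
The genes named were set by rule before the data were examined. For each comparison these are the 10 genes with the smallest p that are higher and the 10 that are lower, among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the libraries of both groups, leaving out predicted, mitochondrial and ribosomal protein genes. The genes of Fig. 5D and 5E, those named in the paper's text (*Per1*, *Asb4*, *Bsx*, *Otp*, *Mt1*, *Pomc*, *Th*, *Ghrh* and *Nr3c1*) and 2 to 4 members with the smallest p of each list were added. *Lcn2*, *Cldn5* and *Kdr*, and the members counted in the Fisher's exact tests, were named after their values were seen. Some members of the lists, and some genes that overlap a gene named, are not reported here.
In all, 32 lists were written from background knowledge before the data were examined. They cover AgRP, POMC and other arcuate neurons, glucocorticoid-induced genes, the stress axis, the genes of Fig. 5D and 5E, the pathways of Fig. 5C (adipocytokine, FoxO, PI3K-Akt, JAK-STAT, receptors), inflammation, immediate early genes and the circadian clock. Of the PI3K-Akt pathway only matrix, integrin and growth factor genes and their receptors were listed. Others hold markers of neurons, astrocytes, oligodendrocytes, microglia, endothelium, mural cells, meningeal fibroblasts, ependyma, tanycytes, choroid plexus, red blood cells, lymphocytes, neutrophils, pituitary and neighbouring brain regions, and mitochondrially encoded genes. Neutrophil genes (1 measured) and mitochondrially encoded genes (0 measured) were too few to test.
The alternatives set before the data were examined were edgeR's RLE factors or total counts in place of TMM, DESeq2 1.42.0 (Wald test), edgeR's exact test, limma-voom, filterByExpr, a fit of only the groups compared, the replicate number as a block, each library left out in turn, other fold and p thresholds for the counts of DEGs, and for the lists an estimated correlation and fry. The list tests that leave out a library were added after the data were seen, wherever their values stand, and other tests added then are named as such.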

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

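The results of this part are signals in genes that the paper does not discuss, and of its tests the 2 explanations weighed for the endothelial genes, the list tests and medians that leave out a library and the test over the genes called for Dex alone were chosen only after the result was seen.
The endothelial genes had a median log2 fold change of 0.84 between Dex+Zj7 and Dex, after −1.08 between Dex and vehicle, and the most abundant, *Flt1*, stood at 62.6 CPM with vehicle, 24.4 with Dex and 46.1 with Dex+Zj7. More vessel tissue in the Dex+Zj7 samples should raise the mural cell genes by at least 0.42, a bound set from the endothelial median, and although their median was 0.20 (spread 0.0697, and 0.12 to 0.35 with a library left out), it stays open, since the median levels of the list in the Dex+Zj7 libraries (−0.84 and −0.67 relative to vehicle) lie 0.0737 to 0.67 above those in the Dex libraries (−0.92 and −1.34), a range that holds the bound. Fewer vessel cells in the Dex tissue may account for the fall and stays open, since the mural cell genes fell by a like amount (−1.18), and although the SD of the endothelial log2 fold changes was 0.378 against a limit of 0.31 set from their standard errors, only *Tek* (−1.89) lay apart from the list median by more than 3 of its standard errors. The call between Dex+Zj7 and Dex stayed with each library left out (adjusted p from camera of 1.30e-10 to 6.23e-06) but not with an estimated correlation (adjusted p = 0.398). A change of expression within vessel cells, by Dex or by Zj7, is the difference that the design names and stays open as untested.
*Ptger1* was 4.07 higher on the log2 scale with Dex+Zj7 than with Dex and was the only gene called in that comparison (adjusted p = 0.0290 from edgeR's quasi-likelihood test), where counts simulated with no Zj7 effect gave 0 to 10 calls. The call was lost without any 1 of the 6 libraries and with the replicate number as a block (adjusted p = 0.0935), and is uncertain. Adjusted over only the genes called for Dex, a choice that favours genes with extreme Dex libraries, 20 genes passed, among them *Flt1*, *Pecam1*, *Kitl*, *Rgs5* and *Slco1a4*. The microglia genes had a median of −0.78 with Dex relative to vehicle, with 6 of 9 called. The oligodendrocyte genes had a median of −0.73 in that comparison, with 6 of 8 called.
The red blood cell genes had a median of −0.95 with Dex+Zj7 relative to Dex (adjusted p = 5.43e-06 from camera, adjusted p = 0.398 with an estimated correlation, adjusted p = 0.142 from fry). None of the 5 genes passed edgeR's quasi-likelihood test, while 5 had an unadjusted p under 0.05, 5 passed when adjusted over the list alone, DESeq2 called 3, edgeR's exact test 4 and limma-voom 0. *Hbb-bs*, a globin gene that may share reads with its near-identical copy *Hbb-bt*, was at −1.13 (−0.64 without Dex replicate 1), and *Alas2*, an enzyme of heme synthesis in red blood cells that overlaps *Apex2*, at −1.65 relative to vehicle (a call lost without either library of vehicle or Dex+Zj7, adjusted p of 0.105 to 0.174). The median level of the list relative to vehicle was 0.24 and −0.63 in the Dex libraries and −1.13 and −1.17 in the Dex+Zj7 libraries. Relative to vehicle the 5 genes fell with Dex+Zj7 (median −1.13, adjusted p = 8.87e-04 from camera, adjusted p = 0.455 with an estimated correlation, adjusted p = 0.104 from fry). With Dex alone the median was −0.16 (adjusted p = 0.527 from camera), with a call for lower genes without Dex replicate 1 (adjusted p = 0.00272) and a direction towards higher without Dex replicate 2 (adjusted p = 0.254).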

How the results depend on the processing

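Of the alternatives in this part, edgeR's exact test on the 2 groups compared, the linear fold with that test, the linear fold followed by direction, 1 Dex library for each comparison, the adjustment over only the genes called for Dex, and the list tests that leave out a library were chosen only after the result was seen. The cause of a change was not tested except where fewer libraries or genes make it. With 1 library left out, the lone library of its group is assumed to vary like the other groups. The filter of at least 1 count removed no gene, no gene symbol was repeated, and the file holds counts, so the alternatives on these points (no filter, genes as deposited, another pseudocount) gave no other value.
For the genes named, 1449 values under another normalization, test, filter or fit kept their direction and their side of the threshold, 86 passed it anew, 12 no longer passed and 0 turned direction. With a library left out the numbers were 924, 13, 87 and 20, and for the list tests with a library left out 449, 5, 25 and 43. The counts for genes leave out *Agrp* and *Npy*. They take in the tests of the list of Fig. 5D and 5E genes, which the counts for lists leave out. Part of the 12 lost calls are of that list. No direction that turned was that of a gene or list called with all libraries. At 50704789 to 61122938 counts per library, depth limits the 9.00% to 10.4% of genes with fewer than 10 counts in a library, and changes of genes at 0 in any library were not detectable.
The 2464 genes called for Dex against vehicle became 3716 with edgeR's exact test and 538 to 2397 with a library left out, and the 1583 for Dex+Zj7 against vehicle 3007 and 311 to 2330 (3867 with the exact test on the 2 groups compared). The 1 gene called for Dex+Zj7 against Dex became 60 with DESeq2, 96 with the exact test, 100 with the exact test on the 2 groups compared, 0 with only the 2 groups in the fit, 20 when adjusted over only the genes called for Dex, and 0 to 3 with a library left out. The 702 genes at the thresholds of the paper became 3143 with a linear fold, 3101 with a linear fold and the exact test on the 2 groups compared, and 462 with an adjusted p.
The 146 genes raised by Dex and lower with Zj7 became 94 with DESeq2, 0 with an adjusted p in both comparisons, 783 with a linear fold followed by direction, 90 with Dex replicate 1 set against vehicle and Dex replicate 2 against Dex+Zj7, and 94 to 536 with a library left out. The 397 genes with the opposite pattern became 1 with an adjusted p in both, 218 with a log2 fold change of 1.5 asked of Dex only, 1216 with a linear fold followed by direction, 219 with Dex replicate 1 set against vehicle, and 176 to 831 with a library left out. With that log2 fold change the odds ratios of Fisher's exact tests were 4.26 for the adipocytokine list and 1.81 for the PI3K-Akt list, which were then not called, and 1.57 for JAK-STAT and 0 for the receptors, which turned direction.
*Agrp* between Dex+Zj7 and Dex was called with DESeq2 (−0.63), the exact test (−0.62) and the exact test on the 2 groups compared (−0.63). *Npy* was called with the exact test (−0.62) and the exact test on the 2 groups compared (−0.63) in that comparison, and against vehicle with the exact test (0.52), the exact test on the 2 groups compared (0.52), filterByExpr (0.52), only the 2 groups in the fit (0.52) and without Vehicle replicate 1 (0.31 to 0.76 over the libraries left out).
The number of lists called by camera (12 for Dex against vehicle, 13 for Dex+Zj7 against Dex and 13 for Dex+Zj7 against vehicle) became 0, 0 and 0 with an estimated correlation and 12, 2 and 9 with fry. The 12 lists called by fry for Dex are not all those of camera: AgRP neuron (0.0740), immediate early (0.0642) and meningeal fibroblast genes (0.116) no longer passed, and POMC neuron, adipocytokine and lymphocyte genes passed anew. The 2 lists between Dex+Zj7 and Dex are the endothelial and lymphocyte genes. For Dex+Zj7 against Dex camera called 7 to 12 lists with a library left out. With fry the direction turned for the circadian clock genes against vehicle (adjusted p = 0.987) and for the ependymal (0.961) and stress axis genes (0.987) between Dex+Zj7 and Dex. The median of the glucocorticoid-induced genes was −0.25 to −0.0068 for Dex+Zj7 against Dex and 0.47 to 0.75 for Dex+Zj7 against vehicle with a library left out.
The genes whose direction turned with a library left out are given with their lowest and highest log2 fold change. For Dex against vehicle these were *Bsx* (−0.0591 to 0.22), *Nr3c1* (−0.0315 to 0.10) and *Pomc* (−2.19 to 0.0307). For Dex+Zj7 against Dex these were *Bcl6* (−0.27 to 0.0506), *Bsx* (−0.0508 to 0.0681), *Ghrh* (−0.27 to 0.00200), *Plin4* (−0.57 to 0.0330), *Sult1a1* (−0.0431 to 0.0910) and *Th* (−0.14 to 0.25). For Dex+Zj7 against vehicle these were *Bsx* (−0.0611 to 0.22), *Cldn5* (−0.36 to 0.32) and *Per1* (−0.0181 to 0.12). The lists whose direction turned are given with their lowest and highest adjusted p from camera. For Dex against vehicle the lists were circadian clock (0.838 to 0.983), other arcuate neuron (0.502 to 0.996), pituitary (0.611 to 0.983), red blood cell (0.00272 to 0.711), tanycyte (0.276 to 0.992) and thalamus, hippocampus and cortex (0.549 to 0.964). For Dex+Zj7 against Dex the lists were JAK-STAT signaling (0.409 to 0.897), astrocyte (0.563 to 0.964), circadian clock (0.579 to 0.983), ependymal (0.242 to 0.997), receptor (0.203 to 0.997), pan-neuronal (0.562 to 0.983), stress axis and magnocellular (0.481 to 0.983) and thalamus, hippocampus and cortex (0.372 to 0.997). For Dex+Zj7 against vehicle the lists were circadian clock (0.828 to 0.994), lymphocyte (0.949 to 0.996), suprachiasmatic (0.348 to 0.957), thalamus, hippocampus and cortex (0.770 to 0.991) and ventromedial and lateral hypothalamus (0.727 to 0.997).
Replicate numbers are shared between the groups, but neither the paper nor the labels say that they pair the samples, and the correlation across genes of the deviations of same-numbered libraries was 0.322 for vehicle and Dex, 0.023 for vehicle and Dex+Zj7 and −0.011 for Dex and Dex+Zj7. As no source pairs them, the replicate numbers were not taken to pair the samples. The value of 0.322 leaves a factor shared by same-numbered vehicle and Dex libraries open. With the replicate block, 3666 genes were called for Dex against vehicle, 0 for Dex+Zj7 against Dex and 2612 for Dex+Zj7 against vehicle, the patterns held 250 and 537 genes, and 705 genes passed the thresholds of the paper. *Npy* was called against vehicle (0.54). The direction turned under the replicate block for the ependymal (adjusted p = 0.967) and thalamus, hippocampus and cortex lists (0.967) between Dex+Zj7 and Dex and for the lymphocyte (0.987) and ventromedial and lateral hypothalamus lists (0.937) against vehicle, and the latter list was called between Dex+Zj7 and Dex (0.0440).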

Differences from the paper's values

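Of the tests in this part, edgeR's exact test on the 2 groups compared, the linear fold with that test and the linear fold followed by direction alone were chosen only after the result was seen.
The paper gives 3151 DEGs at a log2 fold change of at least 1.5 and p under 0.05 (Fig. 5A), and 702 genes passed these thresholds here in at least 1 of the 3 comparisons. Of the alternatives set before the data were examined, only a linear fold of 1.5 in place of the log2 value falls within 1.5 times the paper's count (3143 genes), and this set drops 221 of the 3151 genes that pass in the authors' deposited table at a linear fold of 1.5. The count stays apart from the paper's with RLE factors (706), total counts (708), DESeq2 (529), edgeR's exact test (682), limma-voom (680), filterByExpr (616), an adjusted p (462), each library left out (795 to 876) and the replicate block. Chosen after seeing the values, the linear fold with edgeR's exact test on the 2 groups compared gave 3101 genes and drops 67 of the 3151. In the authors' deposited table 3151 genes have a linear fold of at least 1.5 and p under 0.05 in at least 1 comparison, and 686 have a log2 fold change of at least 1.5 in size. The paper's count of 3151 therefore equals that at a linear fold of 1.5, not at the log2 value it states.
The paper gives 598 genes for cluster A, which rise with Dex and are lower with Zj7, and states no thresholds for the clusters beyond those of its DEGs. Here 146 genes had this pattern with p under 0.05 in both comparisons. Of the alternatives set before the data were examined, only the fit without Dex replicate 2 falls within 1.5 times the paper's count (536). RLE factors (155), total counts (141), DESeq2 (94), edgeR's exact test (145), limma-voom (155), filterByExpr (149), a log2 fold change of 1.5 with Dex and any opposite change with Zj7 (174), an adjusted p in both comparisons (0), the other libraries left out (94 to 231) and the replicate block do not. For the opposite pattern, where the paper gives 443 genes for cluster B, 397 genes had p under 0.05 in both comparisons here, within 1.5 times its count. The paper took its clusters from hierarchical clustering of its DEGs. The counts here follow another rule, so a near count does not show that the same genes were found. Chosen after seeing the values, a linear fold of 1.5 in any comparison followed by direction alone gave 783 genes, and 1216 for the opposite pattern, far above the paper's 443. In the authors' deposited table the same rule gives 764 and 1214. The members of the paper's clusters are not given in the sources used here, so how many of them each setting drops was not counted.
The paper states that *Agrp* and *Npy* were repressed by Zj7 (Fig. 5D). It also has quantitative RT-PCR (Fig. 5E) and in situ hybridization of these genes, which were not analysed here. Both were lower in each Dex+Zj7 library than in each Dex library, but the adjusted p from edgeR's quasi-likelihood test was 0.403 for *Agrp* and 0.643 for *Npy*. *Agrp* was called by DESeq2 (adjusted p = 0.00269), and both by edgeR's exact test (0.00119 and 0.0259). The exact test on the 2 groups compared, chosen after seeing the values, called them too (adjusted p = 3.84e-04 and 2.86e-04). In the authors' deposited table both have a fold of −1.54, with adjusted p-values of 6.05e-04 and 1.43e-04. For the other 10 genes of Fig. 5D and 5E the authors' deposited table has adjusted p-values of at least 0.259 between Dex+Zj7 and Dex. All 12 genes had negative estimates here.
The paper names the JAK-STAT pathway and neuroactive ligand-receptor interaction for cluster B and the FoxO pathway for cluster A, each with a significant p in Fig. 5C. With lists that are not copies of KEGG, one-sided Fisher's exact tests did not call JAK-STAT (0 of 63 genes, 0 also against the genes past filterByExpr, and 1, *Cntf*, when a log2 fold change of 1.5 was asked of Dex). The receptor genes (5 of 137, adjusted p = 0.185 from Fisher's exact test) and the FoxO genes (2 of 113, adjusted p = 0.224) were not called either, and with the log2 fold change of 1.5 the FoxO list held 4 genes (odds ratio 4.57, adjusted p = 0.0678 from Fisher's exact test). The adipocytokine (odds ratio 7.82) and PI3K-Akt lists (odds ratio 7.98), pathways that the paper also names, were called. Neither was with the log2 fold change of 1.5 (odds ratios of 4.26 and 1.81, adjusted p = 0.213 and 0.513 from Fisher's exact test). That cut does not give the paper's 3151 DEGs. The PI3K-Akt list covers only matrix, integrin and growth factor genes and their receptors. The sets tested held 146 and 397 genes, not the 598 and 443 of the paper's clusters, so none of these tests repeats Fig. 5C. The pathways were chosen because the paper names them from the same libraries, so a call is not independent evidence for them. These tests also take genes as independent, which can make their p-values too small.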

Other observations

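Of the tests in this part, the list tests and medians that leave out a library, edgeR's exact test on the 2 groups compared, the simulated count of genes above vehicle with Dex and the reading of the pituitary test were chosen only after the result was seen.
Of 7 genes of meningeal fibroblasts, which build the membranes around the brain, 5 fell with Dex (7 when adjusted over the list alone, median −1.47, adjusted p = 5.92e-04 from camera, adjusted p = 0.479 with an estimated correlation, adjusted p = 0.116 from fry) and 7 were below vehicle with Dex+Zj7 (7 when adjusted over the list alone, median −2.74, adjusted p = 2.63e-05 from camera, adjusted p = 0.426 with an estimated correlation, adjusted p = 0.0740 from fry). The lumican gene *Lum* was at −2.57 with Dex and −3.10 with Dex+Zj7 relative to vehicle, and the collagen gene *Col3a1* at −2.24 and −2.94. The size of the change with Dex differed between the libraries. The median level of the list relative to vehicle was −0.99 and −2.57 in the Dex libraries and −2.65 and −2.64 in the Dex+Zj7 libraries. With a library left out *Lum* ranged from −3.00 to −2.03 and *Col3a1* from −2.94 to −1.75 with Dex, and *Lum* was not called against vehicle with Dex+Zj7 without Dex+Zj7 replicate 2 (adjusted p = 0.0517). Relative to Dex the list had a median of −0.53 with Dex+Zj7 (adjusted p = 0.0493 from camera, adjusted p = 0.654 with an estimated correlation, adjusted p = 0.612 from fry), a call lost without Dex replicate 1 or either Dex+Zj7 library (adjusted p from camera of 0.121 to 0.729). Of 7 ependymal genes, those of the ciliated lining of the ventricle, 3 fell with Dex (5 when adjusted over the list alone, median −0.58, adjusted p = 7.54e-04 from camera, adjusted p = 0.398 with an estimated correlation) and 3 were below vehicle with Dex+Zj7 (5, median −0.67, adjusted p = 5.26e-04 from camera, adjusted p = 0.398 with an estimated correlation). Among them were the cilia regulator *Foxj1* (−0.90 with Dex) and *Ccdc153* (−0.89), calls lost without Vehicle replicate 2 (0.0680) and Vehicle replicate 1 (0.0755) in the same order. Against Dex the ependymal median was 0.02 with Dex+Zj7 (adjusted p = 0.999 from camera). Of 8 genes of tanycytes, the glia that line the floor of the ventricle, *Vim* fell with Dex (−0.64, adjusted p = 0.0534 without Vehicle replicate 1) and the list did not pass (median 0.04, adjusted p = 0.833 from camera). Relative to Dex the tanycyte list was lower with Dex+Zj7 (median −0.28, adjusted p = 7.30e-04 from camera, adjusted p = 0.398 with an estimated correlation, adjusted p = 0.140 from fry). None of its genes passed edgeR's quasi-likelihood test in that comparison, while 3 had an unadjusted p under 0.05, 3 passed when adjusted over the list alone, DESeq2 called 1, edgeR's exact test 1 and limma-voom 0. The homeobox gene *Rax* was at −1.24 (−1.62 to −0.75 with a library left out) and the deiodinase gene *Dio2*, which overlaps *Gm26512*, at −0.71 (−1.18 to −0.37). Relative to vehicle the tanycyte median was −0.33 (2 lower, 1 higher and 4 lower when adjusted over the list alone, adjusted p = 0.139 from camera).
Of 6 choroid plexus genes, the transthyretin gene *Ttr* was higher with Dex (1.40, at under 1 CPM and lost without any one of the vehicle or Dex libraries, adjusted p of 0.0587 to 0.122; 2 higher and 3 lower when adjusted over the list alone) and the list did not pass (median −0.49, adjusted p = 0.805 from camera). Against Dex the choroid plexus list had a median of −0.24 and a mean of −0.74 (adjusted p = 0.0130 from camera, adjusted p = 0.398 with an estimated correlation, adjusted p = 0.140 from fry), lost without Dex replicate 1 (0.111) or Dex+Zj7 replicate 2 (0.0709), and against vehicle a median of −0.40 with 2 genes lower (2 when adjusted over the list alone, adjusted p = 0.265 from camera). The potassium channel gene *Kcnj13*, which overlaps *Gigyf2*, was at −3.90 against Dex (−4.60 to −2.56 with a library left out) and −5.30 against vehicle, the latter not called without either Dex+Zj7 library (0.0564 and 0.0637). Of 6 suprachiasmatic genes, *Prok2* was called lower with Dex (−1.37, 1 higher and 4 lower when adjusted over the list alone), a call that is uncertain, as it was lost with DESeq2 (0.0542), with only these groups in the fit (0.0591) and without any library except Vehicle replicate 2 (adjusted p of 0.0572 to 0.210), and the list passed only without Vehicle replicate 2 or Dex replicate 2 (median −0.38 with all libraries, adjusted p = 0.123 from camera, 0.0234 and 0.0280 without those). Against Dex the suprachiasmatic list was higher with Dex+Zj7 (median 0.45, adjusted p = 0.00525 from camera, adjusted p = 0.462 with an estimated correlation, adjusted p = 0.253 from fry), lost without Dex replicate 1 (0.207) or Dex+Zj7 replicate 1 (0.0606), and against vehicle its median was 0.09 (adjusted p = 0.980 from camera). Of 17 circadian clock genes, 2 rose and 3 fell with Dex (6 and 4 when adjusted over the list alone), among them *Dbp* (−0.82), which overlaps *Sphk2*, *Nr1d1* (−0.47), which overlaps *Thra*, and *Cry2* (0.33). The *Nr1d1* call was lost without either vehicle library or Dex replicate 1 (adjusted p of 0.106 to 0.162) and that of *Cry2* without Vehicle replicate 2 (0.111). The clock list passed in no comparison (medians of −0.05, 0.02 and −0.05 for Dex against vehicle, Dex+Zj7 against Dex and Dex+Zj7 against vehicle, adjusted p from camera of 0.980, 0.939 and 0.983). Of 12 lymphocyte genes 5 were measured, each near or under 1 CPM. Their medians in the same order were 0.36, −0.60 and −0.03 (adjusted p from camera of 0.218, 0.00555 and 0.983, and adjusted p = 0.0320 from fry for Dex against vehicle), and the call against Dex was lost with an estimated correlation (adjusted p = 0.398) and without Dex replicate 2 (0.138).
The lists of the ventromedial and lateral hypothalamus, of thalamus, hippocampus and cortex and of the pituitary did not pass in any comparison. Of 7 genes of the ventromedial and lateral hypothalamus, *Nr5a1* was higher with Dex (0.61, 1 when adjusted over the list alone), and the medians in the same order were 0.11, −0.17 and −0.04 (adjusted p from camera of 0.269, 0.0551 and 0.980). Against Dex that list was called without Dex replicate 1 (0.0333) or Dex+Zj7 replicate 2 (0.0174). Genes of thalamus, hippocampus and cortex (8) had medians of 0.03, 0.08 and −0.03 (adjusted p from camera of 0.980, 0.980 and 0.927). For 3 of 9 pituitary genes with values they were −0.52, −0.31 and −0.83 (0.927, 0.137 and 0.224). Of the neutrophil genes only *S100a8* was measured (−1.29 with Dex, −1.93 to −0.0437 with a library left out, under 1 CPM).
*Agrp* and *Npy* were lower with Dex+Zj7 than with Dex, and a smaller share of arcuate tissue in those samples could lower them. The other arcuate neuron genes would then be at or below −0.31, a bound set from the change of *Agrp*. Their median was −0.0798 (spread 0.0184, and −0.19 to −0.0226 with a library left out). For these genes this argues against an even loss of arcuate tissue as the whole source. A smaller loss stays open, as 10 of the 12 genes were negative. *Pomc*, outside that list, was past the bound at −0.43 with edgeR's exact test on the 2 groups compared. The POMC neuron and melanocortin list had 5 positive and 5 negative genes (median −0.02). The tanycyte (median −0.28) and suprachiasmatic lists (0.45) passed camera in the same comparison, though not fry. A difference in what was dissected therefore stays open. An effect of Zj7 on the AgRP neurons, the difference that the design names, and chance stay open, since neither gene passed edgeR's quasi-likelihood test.
The 146 genes raised by Dex and lower with Dex+Zj7 could arise from chance highs in the Dex libraries, which enter both comparisons. With Dex+Zj7 simulated as equal to Dex, 143 to 203 genes had the pattern, a range that holds the observed 146, although it may run high, as these sets hold 3048 to 3317 genes above vehicle with Dex at an unadjusted p under 0.05 against 2826 in the data. Thus the shared libraries could account for the number of these genes. This does not exclude an effect of Zj7 on single members, such as *Agrp*.
*Pomc* stood at 28.0 and 131 CPM in the vehicle libraries, a log2 ratio of 2.22, and at 21.2 to 29.5 CPM in the others. The hypothesis that pituitary tissue in the dissected sample may have raised *Pomc* in Vehicle replicate 2 was tested on the pituitary genes. Their median log2 ratio was 0.7334 (spread 0.0515), under the bound of 1.11 below which this source had been taken as excluded. That bound was set for the whole list, but 6 of the 9 genes, among them the growth hormone and prolactin genes, have no value, as a count of 0 in any library would take them out. Pituitary tissue and a change within the POMC neurons therefore cannot be told apart for *Pomc*. The arcuate neuron gene *Slc6a3* was also higher in Vehicle replicate 2 than in Vehicle replicate 1. A difference in the arcuate tissue dissected thus stays open as well and was not tested.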
